# Histone demethylase KDM4D cooperates with NFIB and MLL1 complex to regulate adipogenic differentiation of C3H10T1/2 mesenchymal stem cells

**DOI:** 10.1038/s41598-020-60049-8

**Published:** 2020-02-20

**Authors:** Jang Hyun Choi, Hansol Lee

**Keywords:** Post-translational modifications, Methylation

## Abstract

The coordinated and sequential actions of lineage-specific transcription factors and epigenetic regulators are essential for the initiation and maintenance of cellular differentiation. We here report KDM4D histone demethylase as a key regulator of adipogenesis in C3H10T1/2 mesenchymal stem cells. The depletion of KDM4D results in impaired differentiation, which can be rescued by exogenous KDM4D, PPARγ, and C/EBPα, but not by C/EBPβ. In addition, KDM4D interacts physically and functionally with both NFIB and MLL1 complex to regulate C/EBPα and PPARγ expression upon adipogenic hormonal induction. Although KDM4D is dispensable for the binding of both NFIB and MLL1 complex to the target promoters, the demethylation of tri-methylated H3K9 by KDM4D is required for NFIB and MLL1 complex to deposit tri-methylated H3K4 and activate PPARγ and C/EBPα expression. Taken together, our data provide a molecular framework for lineage-specific transcription factor and histone modifiers to cooperate in adipogenic differentiation, in which KDM4D removes repressive histone marks at genes with a bivalent chromatin domain and allows NFIB and MLL1 complex to promote the expression of key adipogenic regulators.

## Introduction

The differentiation of mesenchymal stem cells (MSCs) to adipocytes is initiated and maintained by the coordinated actions of signal transduction pathways and a series of transcription programs operating at different stages of differentiation^1–3^. Peroxisome proliferator activator receptor γ (PPARγ) and CCAAT/enhancer-binding protein α (C/EBPα) are in the center of the regulatory network for adipocyte differentiation and play critical roles in the expression of genes associated with adipogenesis and lipid metabolism^4,5^. A number of pro-/anti-adipogenic transcription factors have been identified, which include CCAAT/enhancer binding proteins (C/EBPs), early B-cell factors (EBFs), Krüppel-like factors (KLFs), sterol regulatory element-binding protein-1 (SREBP-1), and nuclear factor I family of transcription factors (NFI)^6–8^. These factors have been shown to regulate the expression or function of PPARγ either directly or indirectly.

Lysine methylation of histones is a prominent posttranslational modification that has been implicated in both the activation and repression of genes depending on the sites and status of modification^9^. Di- and tri-methylation of histone H3 lysine 9 (H3K9) as well as the tri-methylation of histone H3 lysine 27 (H3K27) are recognized as the hallmarks of gene repression^10^, whereas the methylation of histone H3 lysine 4 (H3K4) and lysine 36 (H3K36) are associated with gene activation^11–13^. Histone lysine methyltransferases (KMTs) have been implicated in the regulation of adipogenic differentiation^14^. KMTs mediating the di- and tri-methylation of H3K9 act as negative regulators of adipogenesis. G9a and SUV39H1 inhibit adipogenesis by repressing the expression of key adipogenic regulators, PPARγ and C/EBPα, respectively^15,16^. In addition, SETDB1 has recently been reported to contribute to the establishment of the H3K4me3/H3K9me3 bivalent chromatin domain, which is believed to make MSCs and preadipocytes paused for adipocyte differentiation^17^. In contrast, KMTs responsible for the methylation of H3K4 is associated primarily with the positive regulation of adipogenesis. MLL3 (KMT2C) and MLL4 (KMT2D), which are members of the MLL family responsible for the mono- and di-methylation of H3K4, are required for the expression of PPARγ and C/EBPα in cells as well as adipogenesis *in vivo*^18,19^. On the other hand, the function of MLL1/MLL2 (KMT2A/KMT2B) in adipogenesis, which mediates tri-methylation of H3K4^20^, has not been studied in detail and remains elusive.

In addition to KMTs, members of histone demethylase (KDM) family of proteins have been suggested to be regulators of adipogenesis. Lysine-specific demethylase 1 (LSD1) promotes adipogenesis by demethylating H3K4 on the promoter regions of the Wnt signaling components^21^, whereas H3K27 specific histone demethylase JMJD3 (KDM6B) is essential for the expression of brown fat (BAT)-selective genes^22^. The KDM4/JMJD2 family proteins are JmjC domain-containing histone demethylases responsible for the removal of H3K9me3 as well as H3K36me3^23,24^ and have been implicated in the regulation of adipogenesis^25–28^. KDM4A plays critical role in the PPARγ-mediated regulation of a specific transcription program, and KDM4B has been shown to interact with C/EBPβ to promote mitotic clonal expansion during the differentiation of 3T3-L1 preadipocytes^26,27^. On the other hand, the roles of KDM4D in adipogenic differentiation, which targets H3K9 only not H3K36, have not been defined yet^29^.

KMTs and KDMs are often found in the same complex, and it is believed that they cooperate to regulate gene expression^30,31^. Both MLL3/MLL4 and an H3K27 specific histone demethylase, UTX, are associated with the Pax transactivation domain-interacting protein (PTIP), and they cooperate to regulate the expression of PPARγ and C/EBPα in adipogenic differentiation^32^. In addition, MLL2 and KDM4B cooperate in estrogen receptor α (ERα)-regulated transcription^31^. In this report, we have identified KDM4D as a critical regulator of the adipogenic differentiation of C3H10T1/2 MSCs. In addition, KDM4D interacts physically with MLL1 complex as well as the NFIB transcription factor, and that all of these three factors are required for adipogenesis. RNA-seq analysis and chromatin immunoprecipitation analysis support the idea that KDM4D, MLL1, and NFIB function as a complex and promote the expression of adipogenic genes including PPARγ and C/EBPα. Finally, we demonstrate coordinated actions of KDM4D, NFIB, and MLL1 complex in the expression of PPARγ and C/EBPα, in which KDM4D functions as a ‘gate-opener’ by removing the repressive H3K9me3 and allows NFIB and MLL1 complex to mediate the tri-methylation of H3K4 and activate the transcription of PPARγ and C/EBPα.

## Results and Discussion

### KDM4D is required for the adipogenic differentiation of C3H10T1/2 mesenchymal stem cells

During the adipogenic differentiation of C3H10T1/2 mesenchymal stem cells (MSCs), the levels of *Kdm4d* mRNA and KDM4D protein increased gradually, which is similar to other members of the *Kdm4* family of genes and is correlated with the expression patterns of PPARγ and C/EBPα (Supplementary Fig. S1a,b). To investigate whether KDM4D is required for adipogenesis, two stable cell lines (shKDM4D-1 and shKDM4D-2), in which endogenous KDM4D is decreased by shRNAs (Supplementary Fig. S1c), and their ability to differentiate into adipocytes upon MDI induction was tested. As shown in Fig. 1a, depletion of endogenous KDM4D severely hampered the adipogenic potential of C3H10T1/2 cells, which is evident by the little or no accumulation of lipid droplets even at day 8 after MDI induction. In addition, whereas significant increases in the level of key adipogenic markers such as PPARγ (both PPARγ1 and PPARγ2), C/EBPα, and aP2 were observed in control cells (shCtr) during differentiation, activation of PPARγ2, C/EBPα, and aP2 were significantly inhibited and activation of PPARγ1 was markedly decreased in both shKDM4D-1 and shKDM4D-2 cells after induction of adipogenic differentiation (Fig. 1b,c). In particular, the expression of C/EBPβ, a well-known regulator of PPARγ and C/EBPα expression, was not affected by KDM4D knockdown (Fig. 1c). We next examined whether KDM4D lacking 3′-UTR could rescue adipogenic differentiation in shKDM4D-1 cells because the shRNA used for KDM4D depletion in shKDM4D-1 cells targets 3′-UTR of *Kdm4d* mRNA. As expected, replenishing the cellular KDM4D pool with exogenous FLAG-KDM4D lacking 3′-UTR successfully recovered the adipogenic potential in shKDM4D-1 cells (Fig. 1d and Supplementary Fig. S1d). In contrast to the inhibitory effects of KDM4D depletion on adipogenic differentiation, the overexpression of FLAG-KDM4D in C3H10T1/2 MSCs had no significant effects on promoting adipogenic differentiation (Fig. 1e and Supplementary Fig. S1e). These findings suggest that KDM4D is necessary but not sufficient for adipogenic differentiation in C3H10T1/2 MSCs.

**Figure 1:**
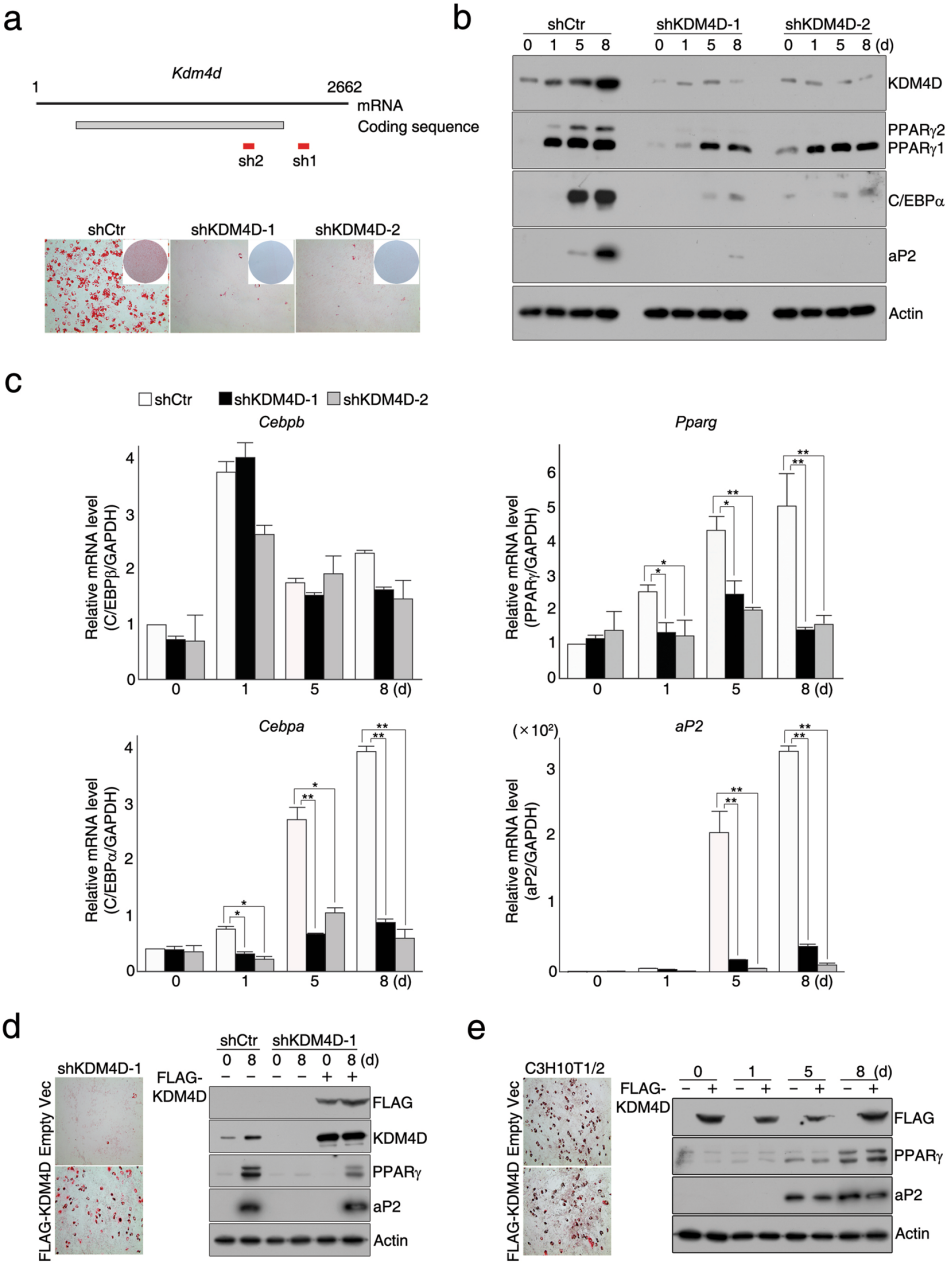
KDM4D is required for the adipogenic differentiation of C3H10T1/2 mesenchymal stem cells. (**a–c**). Knockdown of KDM4D by the shRNA inhibits the adipogenesis of C3H10T1/2 cells. C3H10T1/2 cells and two independently established KDM4D-knockdowned cells (shKDM4D-1 and shKDM4D-2) were grown to confluence and adipogenic differentiation was induced by MDI hormonal treatment. (**a**) Schematic diagram depicting the sites of *Kdm4d* mRNA targeted by shRNA (upper). Sh1 targets 3′-UTR (shKDM4D-1) and Sh2 targets the coding region of *Kdm4d* mRNA (shKDM4D-2). Oil Red O staining at day eight after the induction of differentiation. The insets present plate images after ORO staining (lower). (**b**) Immunoblot analysis of KDM4D and key adipogenic markers before and after induction of differentiation. The total extracts were prepared from the cells at indicated time points (day 0; before MDI treatment) and subjected to immunoblot analysis to detect KDM4D, PPARγ, C/EBPα, and aP2. Actin was used as a loading control. (**c**) RT-qPCR analysis of adipogenic gene expression before and after the induction of differentiation. The total RNAs were isolated from control, shKDM4D-1, and shKDM4D-2 cells at the indicated time points, and the relative mRNA levels of *Cebpb*, *Pparg*, *Cebpa*, and *aP2* were measured by RT-qPCR. The mRNA levels were first normalized to the mRNA level of *GAPDH* and the data are presented as the ratio of the mRNA level at each time point (after induction) to the mRNA level at day 0 (before induction). Quantitative PCR (qPCR) data are representative of at least three independent experiments and are presented as mean ± SD. *p < 0.05; **p < 0.01. **(d)** Rescue of differentiation by exogenous FLAG-KDM4D. The control cells and shKDM4D-1 cells, in which shRNA targets 3′ UTR of *Kdm4d*, were infected with a retrovirus expressing empty vector or FLAG-KDM4D. (Left) Oil Red O staining at day eight after the induction of differentiation. (Right) Immunoblot analysis of KDM4D (with α-FLAG and α-KDM4D), PPARγ, and aP2 before (day 0) and after (day 8) induction of differentiation. Actin was used as a loading control. **(e)** Overexpression of KDM4D had no significant effect on the adipogenic differentiation of C3H10T1/2 MSCs. The cells were infected with the retrovirus expressing empty vector or FLAG-KDM4D, followed by the induction of adipogenic differentiation. (Left) Oil Red O staining at day eight after the induction of differentiation. (Right) The total extracts were prepared from the cells at the indicated time points and subjected to immunoblot analysis of KDM4D, PPARγ, and aP2. Actin was used as a loading control. The images of immunoblot analysis (b,d,e) were cropped from different gels due to similar molecular weight but all panels in each figure are from the same experiment. Unprocessed images are provided in the supplementary information.

### Exogenous expression of PPARγ or C/EBPα rescues adipogenic differentiation in KDM4D-depleted cells

Wnt signaling plays critical roles in the fate determination of mesenchymal stem cells (MSCs). The activation of Wnt signaling facilitates the osteogenic differentiation of MSCs and its inhibition allows MSCs to differentiate into adipocytes, presumably via activation of C/EBPβ^33^. Because there have been reports suggesting that KMT and KDM are involved in adipogenic differentiation through regulating the expression of Wnt ligands^21,34^, we examined whether KDM4D regulates the expression of Wnt ligands (Supplementary Fig. S2). Interestingly, neither the overexpression of KDM4D nor the depletion of endogenous KDM4D led to significant changes in the expression of Wnt ligands, such as *Wnt1*, *Wnt6*, *Wnt10a*, and *Wnt10b*. The factors that promote adipogenesis were assessed further to determine if they could override the effects of KDM4D depletion in shKDM4D cells. The overexpression of FLAG-C/EBPβ was not sufficient for restoring adipogenic differentiation in shKDM4D cells (Fig. 2a,d). In particular, the exogenous expression of PPARγ alone was enough to override the inhibitory effects of KDM4D depletion and exogenous expression of C/EBPα, and to a lesser extent, resulted in meaningful recovery of the adipogenic potential in shKDM4D cells (Fig. 2b–d). These results suggest that the inhibition of adipogenic differentiation by KDM4D depletion resulted from defects in the transcription activation of *Pparg* and *Cebpa*.

**Figure 2:**
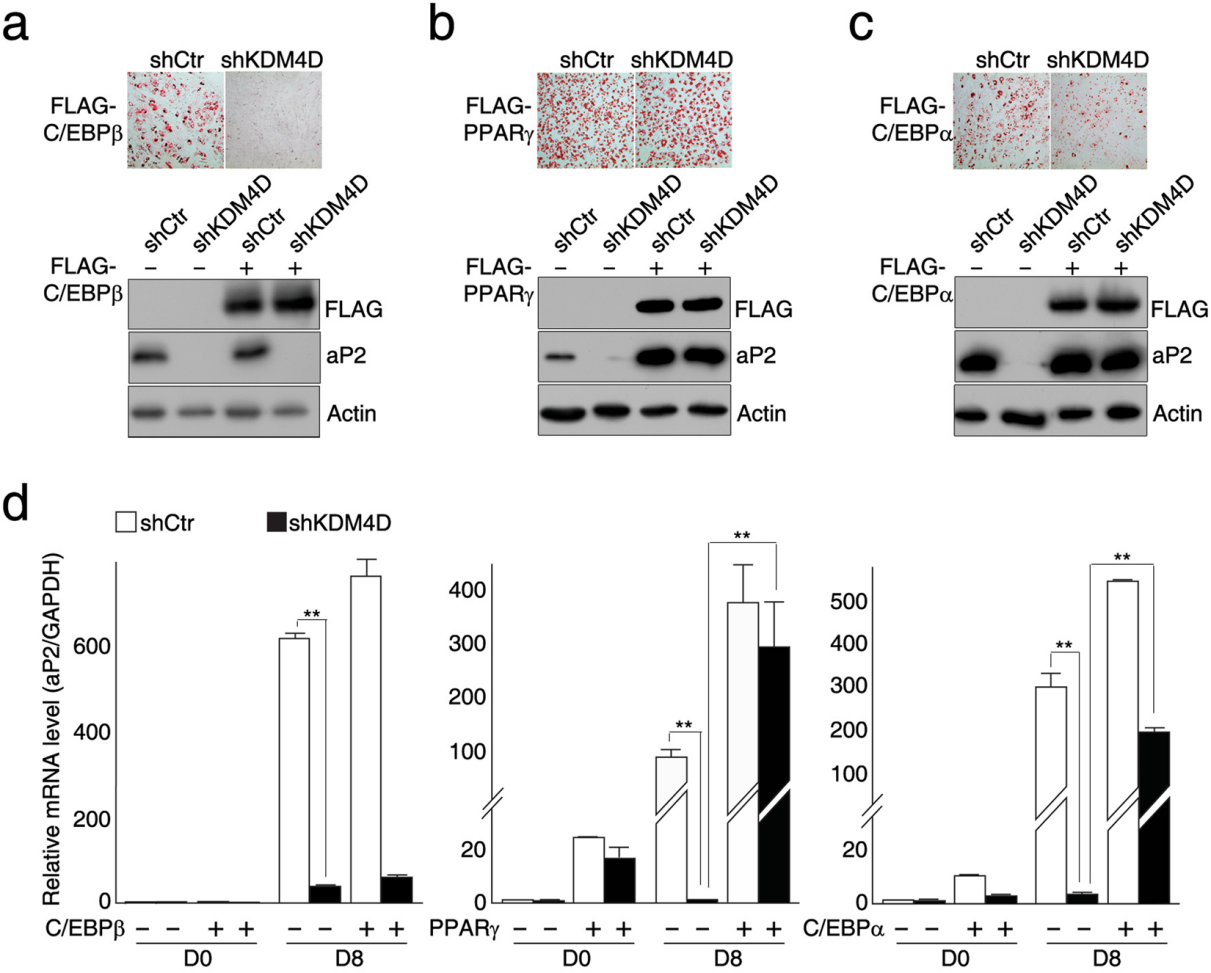
Exogenous expression of PPARγ or C/EBPα rescues adipogenic differentiation in KDM4D-depleted cells. The control and shKDM4D cells were infected with retrovirus expressing empty vector or FLAG-tagged C/EBPβ (**a**), PPARγ (**b**), or C/EBPα (**c**), followed by the induction of differentiation for eight days. **(a)** Exogenous expression of FLAG-C/EBPβ does not rescue adipogenic differentiation in shKDM4D cells. Oil Red O staining at day eight after the induction of differentiation (upper) and immunoblot analysis of FLAG-C/EBPβ and aP2 (lower). **(b,c)** Exogenous expression of FLAG-PPARγ (**b**) or FLAG-C/EBPα (**c**) rescues adipogenic differentiation in shKDM4D cells. Oil Red O staining at day 8 after induction of differentiation (upper) and immunoblot analysis of FLAG-PPARγ (**b**), FLAG-C/EBPα (**c**), and aP2 (lower). **(d)** RT-qPCR analysis of *aP2* in the control and shKDM4D cells infected with the retrovirus expressing empty vector or FLAG-C/EBPβ (left), FLAG-PPARγ (middle) or FLAG-C/EBPα (right). The mRNA levels of *aP2* were first normalized to the mRNA level of *GAPDH*, and the data are presented as the ratio of mRNA level at each time point to the mRNA level in the control cells at day 0 (before induction). The quantitative PCR data are representative of at least three independent experiments and presented as mean ± SD. **p < 0.01. The images of immunoblot analysis (**a–c**) were cropped from different gels because of similar molecular weight. All panels in each figure are from the same experiment. Unprocessed images are provided in the supplementary information.

### KDM4D physically interacts with NFIB and MLL1 complex

Because the overexpression of KDM4D alone is insufficient for promoting adipogenesis in C3H10T1/2 cells (Fig. 1e), the function of KDM4D might be mediated by an interaction with other cellular factors. A recent report showing that KDM4B, a member of the KDM4 family, interacts with C/EBPβ to regulate adipogenic differentiation also supports the idea of protein-protein interaction being the key factor in the function of KDM4D^26^. Therefore, we examined whether KDM4D interacts with the adipogenic transcription factors, such as C/EBPβ, PPARγ, and C/EBPα by a co-immunoprecipitation assay, but no evidence to support the physical interaction of KDM4D with those adipogenic regulators was found (data not shown). Next, mass spectrometry of proteins co-purified with FLAG-KDM4D in C3H10T1/2 cells was carried out and a list of KDM4D interacting protein candidates was identified, which included NFIB, Wdr5, Ash2l, and members of the NuRD nucleosome remodeling complex; namely Mta1/2 and Rbbp7 (Fig. 3a). We were particularly interested in NFIB transcription factor and MLL complex, Wdr5 and Ash2l containing H3K4 methyltransferases, because both of them have been implicated in the regulation of adipogenic differentiation^7,18,19^. The interaction of KDM4D with NFIB in C3H10T1/2 cells as well as in human 293 T cells was first verified (Fig. 3b,c and Supplementary Fig. S3a). In addition, co-immunoprecipitation assays using FLAG-M2 agarose showed that both KDM4D and NFIB interact with the core components of MLL complex; Ash2l, Rbbp5, and Wdr5 (Fig. 3d,e and Supplementary Fig. S3b,c). Surprisingly, both KDM4D and NFIB interacted with MLL1 and Menin, a member of the MLL1/2 complex, but not with MLL3 and MLL3/4 - specific PTIP in C3H10T1/2 cells (Fig. 3d,e). In addition, other members of the KDM4 family of histone demethylases, KDM4A, KDM4B, and KDM4C, did not have any meaningful interactions with NFIB and MLL1 (Fig. 3f), suggesting that KDM4D interacts specifically with NFIB and MLL1/2 complex. The protein domain of KDM4D required for the interaction with NFIB is contained in the region including the JmjC domain, corresponding to residues 131 to 352, because a deletion of it disrupted the interaction and this region alone was sufficient for the interaction with NFIB (Fig. 3g,h). Conversely, an analysis of truncated NFIBs showed that the N-terminal region (amino acids 1–205) containing the MH1 domain is necessary and sufficient for the interaction with KDM4D (Fig. 3g,i). The same regions of KDM4D and NFIB were also required for the interaction with Wdr5, a core component of MLL complexes (Supplementary Fig. S3d,e). Overall, these results suggest that KDM4D, NFIB, and MLL1/2 complex might form a tertiary complex in C3H10T1/2 MSCs and possibly cooperate in the regulation of adipogenic differentiation.

**Figure 3:**
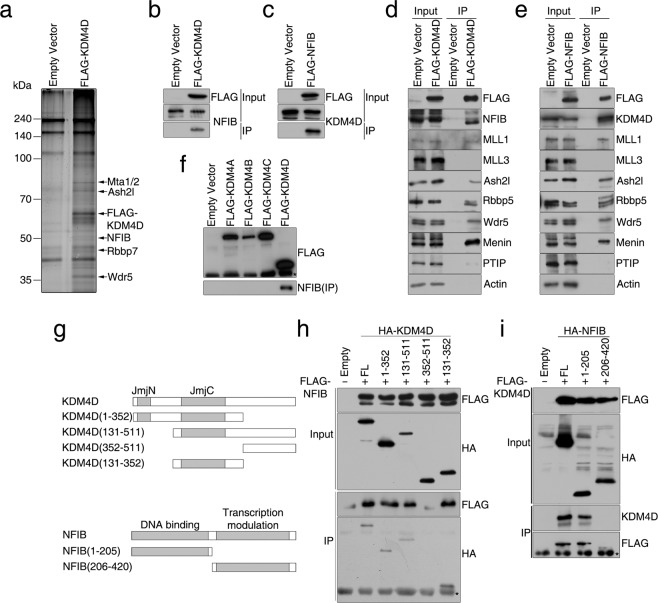
KDM4D interacts with NFIB transcription factor and MLL1 H3K4 methyltransferase complex. (**a**) KDM4D was co-purified with NFIB, components of MLL complex, and components of NuRD remodeling complex. C3H10T1/2 cells were infected with the retrovirus expressing empty vector or FLAG-KDM4D and nuclear extracts were prepared as described in methods. KDM4D interacting proteins were purified with FLAG-M2 agarose and subjected to mass spectrometric analysis. Shown is a silver staining image of FLAG-KDM4D and co-purified proteins. (**b,c**) KDM4D interacts with NFIB in C3H10T1/2 cells. The cells were infected with the retrovirus expressing empty vector, FLAG-KDM4D (**b**) or FLAG-NFIB (**c**). The protein extracts were immunoprecipitated with FLAG-M2 agarose and the interactions were confirmed by immunoblot analysis using α-NFIB in (**b**) and α-KDM4D in (**c**). **(d,e)** KDM4D and NFIB interact with MLL1 histone methyltransferase complex in C3H10T1/2 cells. The cells were infected with the retrovirus expressing empty vector, FLAG-KDM4D (**d**), or FLAG-NFIB (**e**). The protein extracts were immunoprecipitated with FLAG-M2 agarose, and the interactions were examined by immunoblot analysis using the indicated antibodies. Actin was used as a loading control. **(f)** KDM4D, but not other members of the KDM4 family of proteins, interacts with NFIB. C3H10T1/2 cells were infected with the retrovirus expressing empty vector or indicated FLAG-KDM4 proteins (KDM4A - KDM4D). The protein extracts were immunoprecipitated with FLAG-M2 agarose, followed by immunoblot analysis to determine the interaction with endogenous NFIB. The asterisk indicates non-specific band. (**g**) Schematic diagrams of KDM4D (upper), NFIB (lower), and their deletion mutants. JmjN and JmjC domains of KDM4D (upper) and N-terminal DNA binding domain and transcription modulation domain of NFIB (lower) are shown as gray boxes. (**h**) JmjC domain of KDM4D mediates the interaction with NFIB. Human 293 T cells were co-transfected with plasmids containing full-length FLAG-NFIB and indicated HA-KDM4D (FL; full-length, numbered; deletion mutants). Half of the protein extracts were immunoprecipitated with FLAG-M2 agarose and the other half were immunoprecipitated with α-HA antibody. The interactions between full-length NFIB and KDM4D (and its deletion mutants) were determined by immunoblot analysis using α-HA (for FLAG IP) and α-FLAG (for HA IP). The asterisk indicates the immunoglobulin light chain band. **(i)** N-terminal domain of NFIB is required for the interaction with KDM4D. Human 293 T cells were co-transfected with plasmids containing full-length FLAG-KDM4D and indicated HA-NFIB constructs (FL; full-length, numbered; deletion mutants). The protein extracts were immunoprecipitated with α-HA antibody. Interactions between the full-length KDM4D and NFIB (and its deletion mutants) were determined by immunoblot analysis using α-FLAG and α-KDM4D. The asterisk indicates the immunoglobulin heavy chain band. The images of immunoblot analysis shown were cropped from different gels to optimize separation (MLL proteins) and distinguish the proteins with similar molecular weight. Unprocessed images are provided in the supplementary information.

### KDM4D, NFIB, and MLL1 complex commonly target *Pparg* and *Cebpa* to regulate adipogenic differentiation

To confirm that KDM4D, NFIB, and MLL1 complex are involved in the regulation of adipogenesis, particularly in the transcription activation of *Pparg* and *Cepba*, stable cell lines expressing shRNAs against NFIB, MLL1, or Ash2l in C3H10T1/2 MSCs were established and tested for adipogenic differentiation upon MDI induction (Fig. 4a and Supplementary Fig. S4a–c). We chose MLL1 over MLL2 because it has been reported that MLL2 interacts with KDM4B in other contexts^31^, and KDM4B cooperates with C/EBPβ in 3T3-L1 preadipocytes^26^. As expected, the depletion of NFIB in MSCs (shNFIB) resulted in inhibited differentiation. Importantly, the knockdown of MLL1 (shMLL1) led to severely hampered adipogenic differentiation upon MDI induction, which has not been previously reported (Fig. 4a). Consistently, RT-qPCR analysis confirmed that depletion of NFIB or MLL1 leads to defects in the transcription activation of *Pparg* and *Cebpa* but not *Cebpb* upon MDI induction, which is similar to the effects of KDM4D depletion (Fig. 4b). In addition, the knockdown of Ash2l (shAsh2l) also led to impaired adipogenic differentiation (Supplementary Fig. S4c), showing that both NFIB and MLL1 complex are essential for the adipogenic differentiation of C3H10T1/2 MSCs.

**Figure 4:**
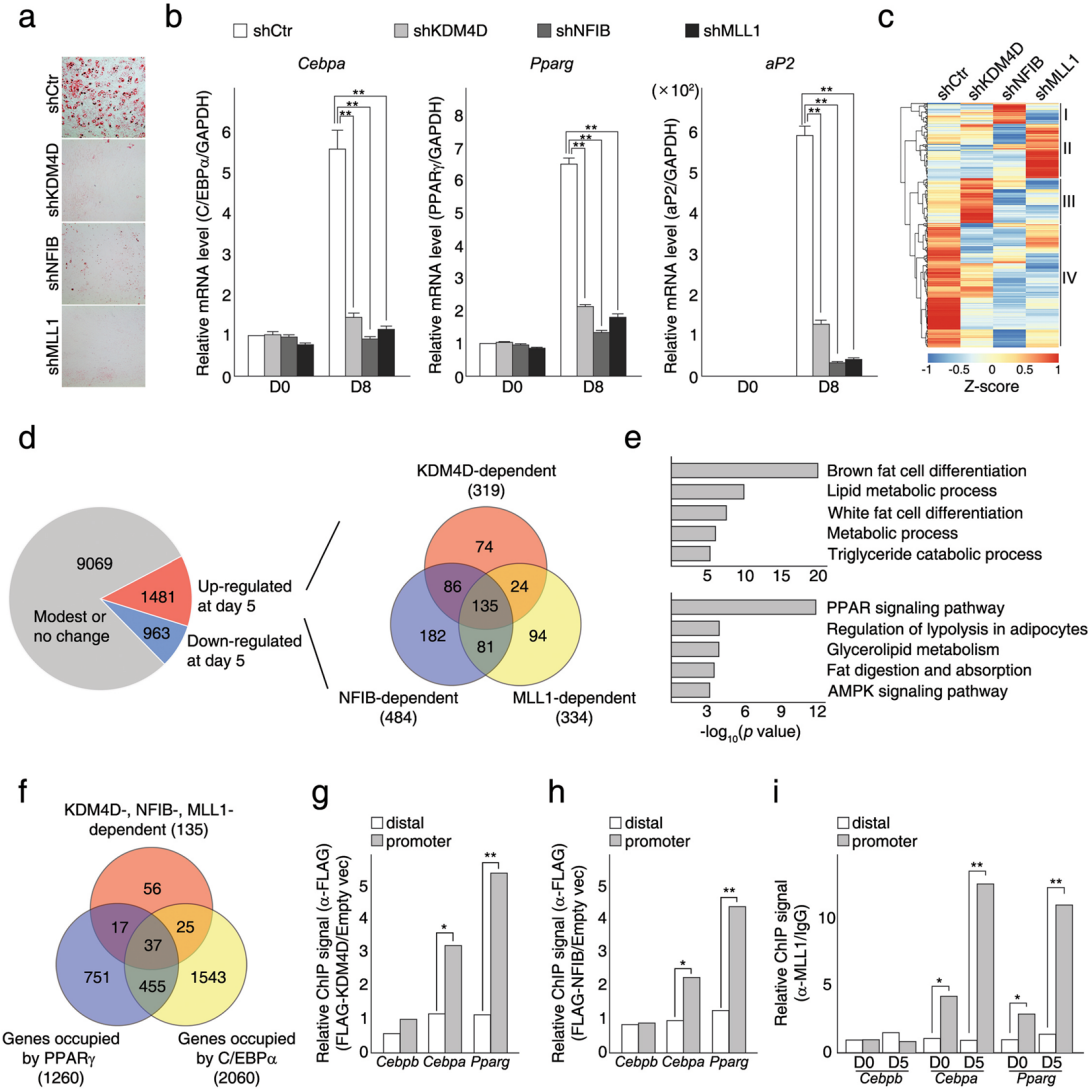
KDM4D, NFIB, and MLL1 complex work together in regulating adipogenic differentiation. (**a,b**) NFIB and MLL1 are required for the adipogenic differentiation of C3H10T1/2 cells. The control and three different KD cells (shKDM4D, shNFIB and shMLL1) were grown to confluence, and adipogenic differentiation was induced by MDI hormonal treatment. (**a**) Oil Red O staining at day eight after the induction of differentiation. (**b**) RT-qPCR analysis of adipogenic gene expression before and after the induction of differentiation. The total RNAs were isolated from the control, shKDM4D, shNFIB, and shMLL1 cells before (day 0) and after (day 8) the induction of differentiation. The relative mRNA levels of *Pparg*, *Cebpa*, and *aP2* were measured by RT-qPCR. The mRNA levels were normalized to the mRNA level of *GAPDH* and the data are presented as the ratio of the mRNA level at each time point to the mRNA level in the control cells at day 0. Quantitative PCR data are representative of at least three independent experiments and presented as mean ± SD. **p < 0.01. (**c–f**) KDM4D, NFIB, and MLL1 are required for adipogenic gene expression. The cells were collected before (day 0) and after (day 5) the induction of differentiation for RNA-seq analysis. (**c**) RNA-seq heatmap depicting the changes in expression of the genes (upregulated during adipogenic differentiation of C3H10T1/2 cells) in the control, shKDM4D, shNFIB, and shMLL1 cells. The color intensity scale was included at the bottom of the heatmap. The threshold for up-regulation is 2.0 fold. (**d**) Schematic diagram of the identification of KDM4D-, NFIB-, and MLL1-dependent genes (left) and Venn diagram of the genes affected by KDM4D, NFIB, and MLL1 depletion (lower than the control cells at day 5). (**e**). Gene ontology (GO) analysis (upper) and KEGG pathway analysis (lower) of the genes defined as commonly affected genes in (**d**). (**f**) Venn diagram of the genes identified as KDM4D/NFIB/MLL1-dependent and direct targets of PPARγ and C/EBPα. (**g,h**) KDM4D and NFIB bind to the promoter of *Cebpa*, and *Pparg* genes. C3H10T1/2 cells were infected with a retrovirus expressing empty vector or FLAG-KDM4D (**g**) and FLAG-NFIB (**h**). Chromatins prepared from the cells were precipitated with FLAG-M2 agarose, and quantitative PCR (qPCR) analysis was performed to assess the binding to the promoter and distal region of the indicated genes. For the relative ChIP signal, the % input was calculated for each sample, and data are presented as the ratio of the % input in FLAG-KDM4D-infected cells to the % input in the control cells. (**i**) MLL1 binds to the promoter of *Cebpa*, and *Pparg* genes. Chromatins prepared from the cells before (day 0) and after (day 5) the induction of differentiation were precipitated with IgG or α-MLL1 antibody. qPCR analysis was performed as in (**g,h**). For the relative ChIP signal, the % input was calculated for each sample and data are presented as the ratio of the % input (α-MLL1) to the % input (IgG). Quantitative PCR data shown in (**g**–**i**) are representative of at least three independent experiments and are presented as mean ± SD. *p < 0.05; **p < 0.01.

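Gene expression was measured by RNA-seq in C3H10T1/2 cells, a mouse mesenchymal stem cell (MSC) line that turns into fat cells in adipogenic medium. The control cells (shControl) and the stable knockdown cells shKDM4D, shNFIB and shMLL1 were each sequenced at day 0 and day 5 of adipogenic differentiation, with 1 library per condition and 8 libraries in all. The authors mapped the reads to the mouse genome (GRCm38) with CLC Genomics Workbench 11.0.1 (mismatch cost 2, insertion cost 3, deletion cost 3, length fraction 0.8 and similarity fraction 0.8). They gave the expression of each gene as RPKM, which corrects for the exon length of the gene and for the number of mapped reads of the library. Each library lists 41325 gene symbols, of which 40851 were found in the GENCODE M21 annotation of GRCm38. The low RPKM values of a library were whole multiples of what 1 read is worth. Multiplied by the annotated exon length, between 96.2% and 96.5% of the values between 1 and 1000 reads came out within 0.02 of a whole read. The number of mapped reads obtained in this way was 26600000 in shControl cells at day 0 and 19300000 at day 5. It was 19500000 and 21600000 in shKDM4D cells, 18700000 and 15800000 in shNFIB cells, and 38200000 and 38100000 in shMLL1 cells. A gene with 1 kb of exons needed an RPKM of 0.189 to be covered by 3 reads in the shallowest library and of 0.0785 in the deepest. As there are no replicate libraries, the exact 95% intervals given with the log2 ratios cover counting error only, and no p-value is given for a difference between conditions.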

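The targeted genes were examined first. *Nfib* (chromosome 4 of GRCm38, from 82290173 to 82705750, protein coding) had an RPKM of 9.92 in shControl cells and 2.31 in shNFIB cells at day 0. The log2 ratio of shNFIB to shControl cells was -2.10 (95% interval -2.22 to -1.98) at day 0 and -2.33 (-2.44 to -2.22) at day 5. *Kmt2a*, which encodes MLL1 (chromosome 9, from 44803355 to 44881296, protein coding), had an RPKM of 5.17 in shControl cells and 2.00 in shMLL1 cells at day 0. The log2 ratio of shMLL1 to shControl cells was -1.37 (-1.47 to -1.27) at day 0 and -1.70 (-1.81 to -1.58) at day 5. *Nfib* was also lower in shMLL1 cells, with log2 ratios of -0.29 at day 0 and -0.72 (-0.78 to -0.67) at day 5. *Kmt2a* in shNFIB cells was higher at day 0 (0.29) and lower at day 5 (-0.49, -0.61 to -0.38). In shKDM4D cells *Nfib* was higher (0.21 and 0.43) and *Kmt2a* slightly lower (-0.14 and -0.11) at day 0 and day 5. *Kdm4d* (chromosome 9, from 14462548 to 14500482, protein coding) was covered by few reads in every library. It had 2 reads at day 0 and 13 reads at day 5 in shControl cells, against 1 read and 4 reads in shKDM4D cells. The log2 ratio of shKDM4D to shControl cells was -1.86 at day 5, with a wide interval from -3.94 to -0.17, and a knockdown at day 0 was not detectable at this depth (-0.55, interval from -6.44 to 3.71). Among the other scales tried, adding 1 to each RPKM brought the *Kdm4d* ratio at day 5 to -0.21 and the *Kmt2a* ratio at day 5 to -1.26. The ratio to *Gapdh* brought the *Nfib* ratio at day 0 to -1.46.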

RNA-seq analysis of eight different samples (RNAs isolated from C3H10T1/2, shKDM4D, shMLL1, and shNFIB cells at day 0 and day 5) was next conducted to determine if the genes affected by KDM4D depletion overlapped with those deregulated by NFIB or MLL1 knockdown, particularly those associated with adipogenic differentiation, such as *Pparg* and *Cebpa* (log2 FC > 1 and FDR < 0.05). 

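Of the genes listed, 11513 had an RPKM over 1 in at least 1 of the 8 libraries, and 11003 of these are annotated as protein coding. In shControl cells, 1497 of them (13.0%) rose by more than 2-fold from day 0 to day 5 and 986 (8.56%) fell by more than 2-fold, while 9030 did neither. These counts include 62 genes at 0 on day 0 and 32 genes at 0 on day 5. The fold change was taken on the RPKM values without a pseudocount, and no FDR was applied, since 1 library per condition gives no estimate of the spread. In 100 simulated draws with the depths of the 2 shControl libraries and no difference but counting noise, a median of 31 genes rose and 37 genes fell past the same threshold. The filter on low values moved the counts most. With no filter on RPKM, 4516 genes were up and 2642 were down. The adipocyte marker *Fabp4*, which encodes aP2 (chromosome 3, from 10204088 to 10208576), rose in shControl cells from an RPKM of 0.661 to 277, a log2 change of 8.71 (95% interval 8.39 to 9.05).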

We first identified 1481 up-regulated and 963 down-regulated genes during the adipogenic differentiation of C3H10T1/2 MSCs and designated them as adipogenesis-associated genes (AAGs) (Supplementary Data S1). Cluster analysis and DEG (differentially expressed gene) analysis showed that the expression levels of 319, 484, and 334 genes out of 1481 up-regulated AAGs were markedly affected by the knockdown of KDM4D, NFIB, and MLL1, respectively (Fig. 4c,d). 

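In the RPKM values at day 5, 312 of the 1497 up-regulated genes (20.8%) were below 0.5 of the shControl value in shKDM4D cells, 476 (31.8%) in shNFIB cells and 329 (22.0%) in shMLL1 cells. In 100 draws in which the 4 day 5 libraries differed by counting noise only, the median number of such genes was 8, 10 and 5. The opposite direction was less frequent, with 66 of the up-regulated genes more than 2-fold above shControl cells in shKDM4D cells, 98 in shNFIB cells and 151 in shMLL1 cells. The genes were selected for a rise in the same shControl day 5 library, which by itself favours lower values in the knockdown cells. The draws hold counting noise only and do not measure this. The counts of lower genes fell most when 1 was added to every RPKM. This also shortened the up-regulated list itself to 902 genes, of which 165, 272 and 193 were lower in shKDM4D, shNFIB and shMLL1 cells. In shMLL1 cells the balance of lower and higher genes depended on the comparison. By the difference of the day 5 to day 0 changes from shControl cells, 232 genes were lower and 296 higher there. By that measure lower genes stayed more frequent in shKDM4D (266 against 76) and shNFIB cells (388 against 130). Over the whole list, on the log2(RPKM + 0.1) scale, the median ratio to shControl cells at day 5 was -0.23 in shKDM4D, -0.57 in shNFIB and -0.29 in shMLL1 cells. The median change from day 0 to day 5 on that scale was 1.58 in shControl, 1.41 in shKDM4D, 1.17 in shNFIB and 1.79 in shMLL1 cells, and 1409, 1047, 865 and 1184 of the genes rose by more than 2-fold. In each line this median lay above those of all 10000 random lists of the same size matched on mean expression (percentile 100), which in shControl cells follows from the selection of the genes. The median of all genes rose by 0.17 in shMLL1 and 0.03 in shControl cells, a shift also held in the counts of 232 and 296 genes. Relative to it the listed genes changed by 1.62 and 1.55, and by 1.43 and 1.48 after quantile normalization. The order of shMLL1 and shControl cells thus depends on the scaling.

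**Figure D1:**
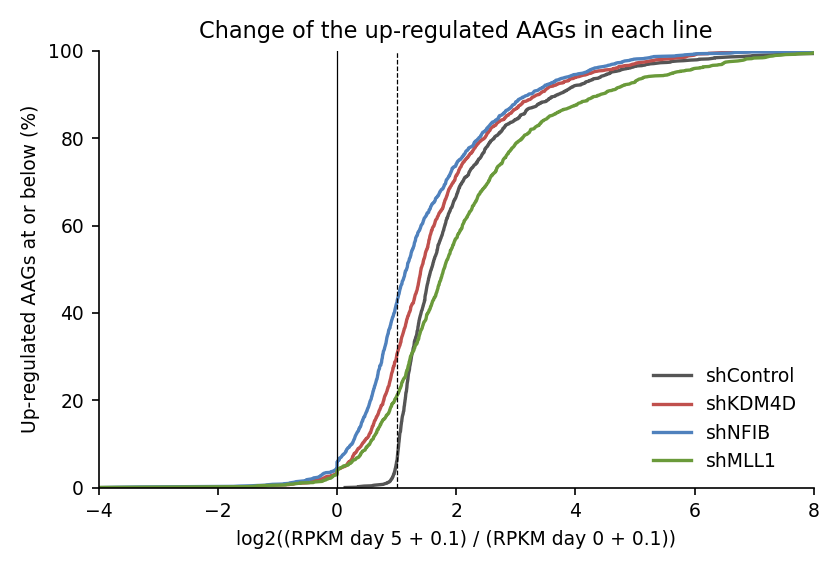
Cumulative share of the 1497 up-regulated AAGs (vertical axis, in %) at or below each log2 change from day 0 to day 5 on the RPKM + 0.1 scale (horizontal axis), with 1 curve per line and 1 library per day behind each curve. The dashed line marks a 2-fold rise, which 94.1% of the genes pass in shControl, 69.9% in shKDM4D, 57.8% in shNFIB and 79.1% in shMLL1 cells. The genes were selected in the shControl libraries, which favours the shControl curve.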

Of particular interest, 42.3% (135/319) of the genes affected by KDM4D depletion, which included *Pparg* and *Cebpa*, were also presented in the list of genes affected by NFIB knockdown and MLL1 depletion (Fig. 4d and Supplementary Data S2). 

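By the same limits, 128 up-regulated genes were lower at day 5 in all 3 knockdown lines, which is 41.0% of the genes lower in shKDM4D cells, 26.9% of those lower in shNFIB cells and 38.9% of those lower in shMLL1 cells. If the 3 sets had been drawn independently from the up-regulated genes, 21.8 shared genes would be expected, although the sets are not independent because all of them use the same shControl library. Pairs of lines shared 214 genes (shKDM4D and shNFIB), 153 genes (shKDM4D and shMLL1) and 205 genes (shNFIB and shMLL1). Without a pseudocount, the median log2 ratio of the 128 genes to shControl cells was -2.54 in shKDM4D, -3.29 in shNFIB and -2.46 in shMLL1 cells. *Pparg* (chromosome 6, from 115360951 to 115490399, protein coding) had an RPKM of 21.7 in shControl cells at day 5. Its log2 ratio to shControl cells was -1.40 in shKDM4D cells (95% interval -1.55 to -1.25), -1.53 in shNFIB cells (-1.71 to -1.36) and -1.59 in shMLL1 cells (-1.71 to -1.46). Compared directly, *Pparg* in shKDM4D cells was above shMLL1 cells by 0.18 (0.02 to 0.35) and the difference from shNFIB cells was 0.13 (-0.06 to 0.33). The shNFIB and shMLL1 cells differed by 0.05 (-0.13 to 0.23). These small differences depended on the scaling. The difference of shKDM4D from shNFIB cells was 0.23 after median-of-ratios scaling and 0.21 after quantile normalization. With the ratio to *Gapdh*, shKDM4D and shNFIB cells were above shMLL1 cells by 0.58 and 0.46, outside both intervals. *Cebpa* (chromosome 7, from 35119293 to 35121928, protein coding) had an RPKM of 14.0 in shControl cells at day 5. Its log2 ratio was -1.37 in shKDM4D cells (-1.57 to -1.18), -1.94 in shNFIB cells (-2.20 to -1.68) and -2.53 in shMLL1 cells (-2.75 to -2.32), and these intervals do not overlap.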

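Among the shared genes, 54 had an RPKM of at least 10 in shControl cells at day 5. The 8 of them with the largest mean fall over the 3 knockdown lines were *Adipoq*, *Fabp4*, *Cidec*, *Cfd*, *Lpl*, *Plin1*, *Hp* and *Gpd1*. *Adipoq* (chromosome 16, from 23146536 to 23158028) encodes the adipocyte hormone adiponectin and had an RPKM of 258 in shControl cells, 9.01 in shKDM4D, 0.229 in shNFIB and 0.570 in shMLL1 cells. *Fabp4* had an RPKM of 9.34 in shKDM4D, 0.380 in shNFIB and 1.75 in shMLL1 cells at day 5. It was already below shControl cells at day 0, with log2 ratios of -1.77, -4.21 and -2.12, and so was *Hp* (-2.02, -0.72 and -3.64). The rest of the 8 genes had too few shControl reads at day 0 to tell. *Cidec* and *Plin1* encode lipid droplet proteins. *Cidec* (chromosome 6, from 113424634 to 113435760) had an RPKM of 138 in shControl cells, and 151 reads in shKDM4D, 2 reads in shNFIB and 8 reads in shMLL1 cells. *Plin1* (chromosome 7, from 79720218 to 79732903) had an RPKM of 34.9 in shControl cells and log2 ratios to it of -4.23 in shKDM4D (95% interval -4.45 to -4.02), -9.74 in shNFIB (-12.02 to -8.19) and -7.59 in shMLL1 cells (-8.14 to -7.09). Lipoprotein lipase, encoded by *Lpl* (chromosome 8, from 68880491 to 68907448), had log2 ratios of -5.05 (-5.25 to -4.86), -7.78 (-8.41 to -7.22) and -9.37 (-10.08 to -8.74) in the same order. *Gpd1* (chromosome 15, from 99717515 to 99725005), which encodes a glycerol-3-phosphate dehydrogenase, had log2 ratios of -4.33, -7.08 and -6.68. The complement factor D gene *Cfd* (chromosome 10, from 79890853 to 79892655) had 973 reads in shControl cells and 10, 1 and 7 reads in shKDM4D, shNFIB and shMLL1 cells. Haptoglobin (*Hp*, chromosome 8, from 109575128 to 109579172) was the least reduced of the 8 in log2 ratio, at -3.38, -5.01 and -5.67. In each of these genes shKDM4D cells kept more expression than shNFIB and shMLL1 cells, and the 95% intervals of shKDM4D cells did not overlap those of the other lines except for *Cfd*.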

GO analysis and KEGG pathway analysis showed that many of these 135 genes are strongly associated with brown fat/white fat cell differentiation (GO:0050873 and GO:0050872), lipid metabolic process (GO:0006629) (Fig. 4e, upper), and importantly, with the PPAR signaling pathway (mmu03320) (Fig. 4e, lower). On the other hand, relatively fewer genes out of 963 down-regulated AAGs were affected by knockdown of KDM4D (64 genes), NFIB (249 genes), and MLL1 (196 genes) (Supplementary Fig. S4d, e). 

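Of the 986 genes that fell by more than 2-fold in shControl cells, 72 (7.30%) were more than 2-fold above shControl cells at day 5 in shKDM4D cells, 266 (27.0%) in shNFIB cells and 212 (21.5%) in shMLL1 cells. Genes at 0 in shControl cells and above 0 in the knockdown cells are included. The 986 genes were selected for a fall in the same shControl libraries, which by itself favours higher values in the knockdown cells. The draws hold counting noise only and do not measure this. They gave a median of 13, 13 and 14 genes above the limit, so that the count in shKDM4D cells lies closest to the noise. Many of these genes have few reads. When 1 was added to every RPKM, the down-regulated list itself shortened to 581 genes. Of these, 4 were higher in shKDM4D cells, 71 in shNFIB cells and 48 in shMLL1 cells.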

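Among the down-regulated genes, 45 were higher at day 5 in all 3 knockdown lines, which is 62.5% of the 72 genes higher in shKDM4D cells. Independent sets would share 4.18 genes, and counting noise alone gave a median of 5 genes (from 2 to 12 in 100 draws). In shControl cells at day 5, 15 of the 45 genes were at 0. Only 4 of the 45 had an RPKM of at least 5 in each knockdown line at day 5, namely *Sertad4*, *Chac1*, *Trib3* and *Prl2c2*. *Sertad4* (chromosome 1, from 192844488 to 192855756), which encodes a SERTA domain protein, had an RPKM of 5.55 in shControl cells at day 5. Its log2 ratios to shControl cells were 1.86 in shKDM4D (95% interval 1.70 to 2.01), 2.78 in shNFIB (2.63 to 2.94) and 1.49 in shMLL1 cells (1.33 to 1.64). *Chac1* (chromosome 2, from 119351229 to 119354381) encodes an enzyme that breaks down glutathione and had log2 ratios of 1.24, 2.38 and 1.96 in the same order. *Trib3* (chromosome 2, from 152337422 to 152344032) encodes a pseudokinase and had log2 ratios of 1.06, 1.54 and 2.43. *Prl2c2* (chromosome 13, from 12996125 to 13005383), a member of the prolactin family whose reads can be shared with near-identical copies, had log2 ratios of 1.89, 1.30 and 1.10. It was also above shControl cells at day 0, by 1.84 in shKDM4D, 0.83 in shNFIB and 1.88 in shMLL1 cells. *Sertad4* was above shControl cells at day 0 in shKDM4D (0.57, 0.50 to 0.63) and shNFIB cells (0.46, 0.40 to 0.53). In shMLL1 cells it was not (-0.03, -0.09 to 0.03). At day 0 *Chac1* and *Trib3* were below shControl cells in shNFIB (-2.66 and -3.61) and shMLL1 cells (-1.81 and -2.80). In shKDM4D cells their day 0 ratios were -0.03 and -0.21.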

Although 60.9% (39/64) of the genes affected by KDM4D depletion appeared to be common targets of all three proteins, GO and KEGG analysis of those 39 genes showed no obvious link to adipogenic differentiation (Supplementary Data S2). Next, we obtained a list of PPARγ or C/EBPα target genes from the chromatin immunoprecipitation (ChIP)-atlas databases and NCBI GEO database, and compared them with 135 genes identified as common targets of the KDM4D, NFIB, and MLL1 complex (Fig. 4f). 

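The marks of the paper (Supplementary Data S3) were joined to the RPKM values of the paper's 135 common targets. They mark 17 genes as targets of PPARγ only, 25 as targets of C/EBPα only and 37 as targets of both, and leave 56 unmarked. The 95% Wilson interval of the marked share, 79 of 135 genes, runs from 50.1% to 66.5%. For the 128 genes obtained here the marked share was 77 genes or 60.2% (51.5% to 68.2%). The share of target genes among the other expressed genes was not analysed here, so these intervals are not a test of enrichment. The marked genes had a median RPKM of 10.1 in shControl cells at day 5 and the unmarked genes 2.78. On the log2(RPKM + 0.1) scale, the median ratio to shControl cells at day 5 in shKDM4D cells was -2.44 for the marked and -2.06 for the unmarked genes. In shNFIB cells it was -2.86 and -2.54, and in shMLL1 cells -2.44 and -2.07. Adding a pseudocount understates the fall of genes with low expression, which are more frequent among the unmarked genes.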

Surprisingly, 58.5% of the genes (79/135) were included in the list of direct targets of PPARγ, C/EBPα, or both (Fig. 4f and Supplementary Data S3). Chromatin immunoprecipitation assays confirmed that both FLAG-KDM4D and FLAG-NFIB bind specifically to the promoters of *Pparg* and *Cebpa*, but not to the *Cebpb* promoter (Fig. 4g,h). Consistently, significant enrichments of MLL1 and Ash2l were also found in the same regions (Fig. 4i and Supplementary Fig. S4f). In addition, increases in the level of tri-methylated histone H3 lysine 4 (H3K4me3), as well as decreases in tri-methylated histone H3 lysine 9 (H3K9me3), were observed at the promoters of *Pparg* and *Cebpa* during the adipogenic differentiation of C3H10T1/2 MSCs (Supplementary Fig. S4g,h). Interestingly, the levels of both H3K4me3 and H3K9me3 were significantly higher at the promoter than at the distal region of the genes in undifferentiated MSCs (Supplementary Fig. S4g,h), which is in line with the notion that the bivalent H3K4me3/H3K9me3 chromatin domain exists at the promoter of adipogenic regulators^17^. Overall, these results strongly suggest that the functions of KDM4D as an adipogenic regulator are mediated, at least in part, by the direct regulation of PPARγ and C/EBPα expression, and are possibly involved in resolving the bivalent chromatin domains through interactions with NFIB and MLL1 complex.

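From day 0 to day 5, the *Pparg* RPKM rose in shControl cells from 8.20, a log2 change of 1.40 (95% interval 1.26 to 1.54). The change was 0.55 in shKDM4D cells (0.35 to 0.76), 0.31 in shNFIB cells (0.09 to 0.53) and 1.11 in shMLL1 cells (0.93 to 1.29). When the *Pparg* value was divided by *Gapdh* in the same library, the change in shNFIB cells was -0.25, the opposite direction. In shKDM4D cells that ratio gave a larger rise of 1.02, outside the interval above, against 1.43 in shControl and 0.99 in shMLL1 cells. At day 0, before differentiation, the log2 ratio of *Pparg* to shControl cells was -0.55 in shKDM4D (-0.75 to -0.36), -0.44 in shNFIB (-0.64 to -0.25) and -1.29 in shMLL1 cells (-1.48 to -1.11). The ratio to *Gapdh* also turned the shNFIB value at day 0 around, to 0.20. It lowered the day 0 value to -0.95 in shKDM4D and to -1.50 in shMLL1 cells. The *Cebpa* RPKM rose in shControl cells from 2.05, a log2 change of 2.77 (2.51 to 3.04), against 1.77 in shKDM4D (1.41 to 2.14), 1.59 in shNFIB (1.15 to 2.04) and 2.02 in shMLL1 cells (1.61 to 2.45). At day 0, *Cebpa* was lower than in shControl cells in shNFIB cells (-0.75, -1.21 to -0.31) and in shMLL1 cells (-1.78, -2.24 to -1.34), while the difference in shKDM4D cells (-0.37, -0.77 to 0.04) was not detectable at this depth. With the ratio to *Gapdh* the shNFIB value of *Cebpa* at day 0 was -0.11. The same ratio moved the *Cebpa* change from day 0 to day 5 to 2.24 in shKDM4D and 1.02 in shNFIB cells. It was 2.80 in shControl and 1.90 in shMLL1 cells. *Cebpb* (chromosome 2, from 167688915 to 167690418, protein coding) stayed between an RPKM of 32.0 and 65.9 in the 8 libraries. Its log2 ratio to shControl cells at day 0 was 0.67 in shKDM4D (0.57 to 0.77), -0.10 in shNFIB (-0.22 to 0.02) and -0.26 in shMLL1 cells (-0.36 to -0.16). At day 5 it was 0.42 in shKDM4D (0.32 to 0.52), -0.32 in shNFIB (-0.44 to -0.20) and -0.02 in shMLL1 cells (-0.11 to 0.07). Divided by *Gapdh*, the *Cebpb* values at day 0 were 0.27 in shKDM4D, 0.54 in shNFIB and -0.47 in shMLL1 cells. At day 5 they were 0.46, -0.27 and -0.38 in the same order. Taking its expression data together with the PPARγ and C/EBPα targets among the common genes, the binding of KDM4D, NFIB and the MLL1 complex at the *Pparg* and *Cebpa* promoters and the H3K4me3 and H3K9me3 levels there, the paper proposes that KDM4D acts on adipogenesis at least partly by regulating PPARγ and C/EBPα expression directly.

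**Figure D2:**
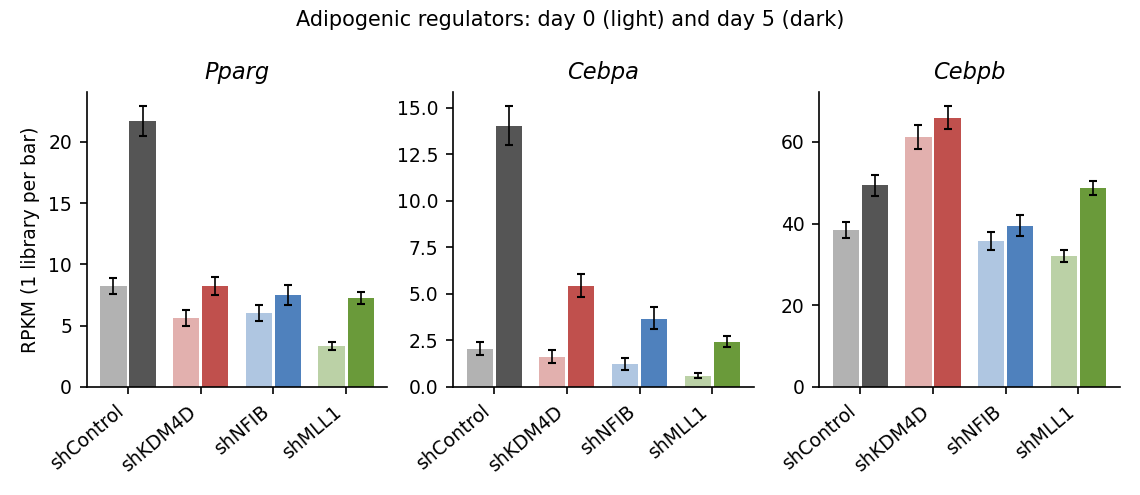
RPKM (vertical axes) of *Pparg*, *Cebpa* and *Cebpb* in each line at day 0 (light bars) and day 5 (dark bars), with 1 library per bar. Error bars are exact 95% intervals of the read counts and cover counting error only. *Pparg* reaches 21.7 and *Cebpa* 14.0 in shControl cells at day 5, above every other bar of the same gene.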

### KDM4D is dispensable for interactions between NFIB and MLL1 complex, but MLL1 complex is required for the interaction between KDM4D and NFIB as well as for their binding to the target promoters

NFIB is a sequence-specific DNA binding protein that is likely to function as a transcription activator, and both KDM4D and MLL1 complex are histone modifying enzymes associated primarily with transcription activation. Therefore, we next investigated how their functions are related to the protein-protein interaction in the regulation of PPARγ and C/EBPα expression during adipogenic differentiation (Fig. 5). In the cells depleted of NFIB (shNFIB), no physical interactions were observed between exogenous FLAG-KDM4D and MLL1 complex (Fig. 5a). Consistently, no significant enrichment of FLAG-KDM4D or MLL1 was found at the promoters of *Pparg* and *Cebpa*, suggesting that NFIB is essential for both histone modifying enzymes to be recruited to the target genes (Fig. 5b,c). Similarly, FLAG-KDM4D did not interact with NFIB and their binding to the target promoters decreased significantly in shMLL1 cells and in shAsh2l cells, (Fig. 5d–f and Supplementary Fig. S5a–c). Surprisingly, the interaction between NFIB and MLL1 complex was unaffected by the knockdown of KDM4D and both FLAG-NFIB and MLL1 could bind to the *Pparg* and *Cebpa* promoters in cells depleted of KDM4D (Fig. 5g–i). This suggests that while MLL1 complex is required for the interaction between KDM4D and NFIB as well as their binding to the target promoters, KDM4D itself is dispensable for both NFIB and MLL1 complex to bind to the target promoters.

**Figure 5:**
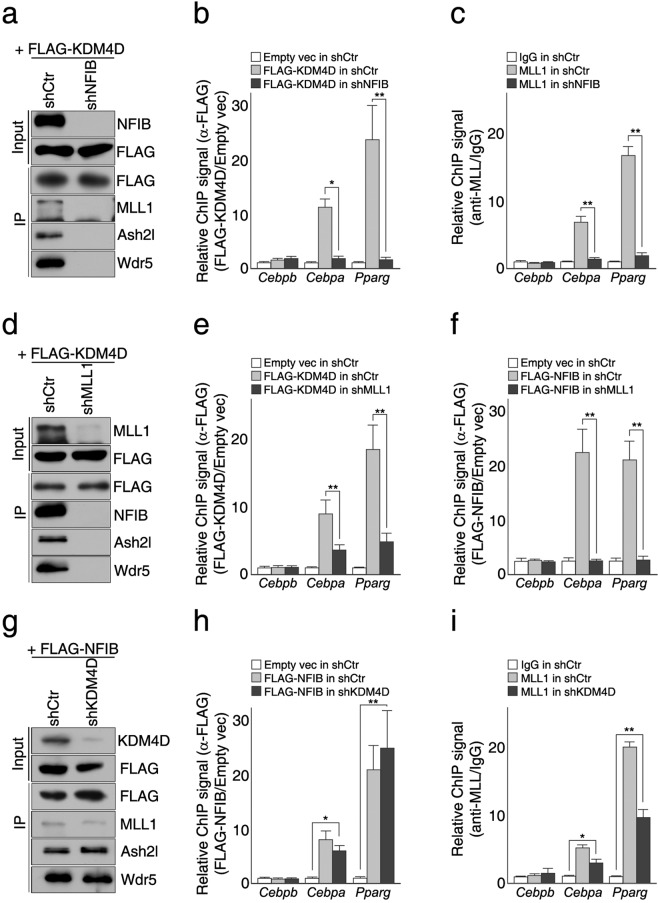
KDM4D requires MLL1 to interact with NFIB but is dispensable for the interaction between NFIB and MLL1 complex as well as their binding to the *Pparg* and *Cebpa* promoters. Control and KD cells (shNFIB, shMLL1, and shKDM4D, respectively) were infected with the retrovirus expressing empty vector or indicated FLAG-tagged proteins. The total protein extracts and chromatins were prepared after the induction of differentiation (day 5), followed by the immunoprecipitation assay and ChIP-qPCR analysis. (**a–c**) NFIB is required for the interaction between KDM4D and MLL1 complex and their binding to the *Pparg* and *Cebpa* promoters. (**a**) Immunoblot analysis of the interaction between FLAG-KDM4D and MLL1 complex in the control and shNFIB cells. (**b,c**) ChIP-qPCR analysis of FLAG-KDM4D (**b**) and MLL1 (**c**) bindings to the *Cebpb*, *Cebpa*, and *Pparg* promoters in the control and shNFIB cells. (**d–f**) MLL1 is necessary for the interaction between KDM4D and NFIB and their binding to the target promoters. (**d**) Immunoblot analysis of the interaction between FLAG-KDM4D and NFIB in the control and shMLL1 cells. (**e,f**) ChIP-qPCR analysis of FLAG-NFIB (**e**) and FLAG-KDM4D (**f**) bindings to the *Cebpb*, *Cebpa*, and *Pparg* promoters in the control and shMLL1 cells. (**g–i**) KDM4D is dispensable for the interaction between NFIB and MLL1 complex and their bindings to the target promoters. (**g**) Immunoblot analysis of the interaction between FLAG-NFIB and MLL1 complex in the control and shMLL1 cells. (**h,i**) ChIP-qPCR analysis of FLAG-NFIB (**h**) and MLL1 (**i**) bindings to the *Cebpb*, *Cebpa*, and *Pparg* promoters in the control and shKDM4D cells. For the relative ChIP signal, the % input was calculated for each sample. Data shown in figures (**b**,**e**,**f**,**h**) were presented as the ratio of the % input in the cells expressing FLAG-KDM4D (**b,f**) or FLAG-NFIB (e and h) to the % input in the control cells infected with retrovirus expressing empty vector. Data shown in figures (**c,i**) were presented as the ratio of the % input (α-MLL1) to % input (IgG) in the control cells. Quantitative PCR data in all figures are representative of three independent experiments and are presented as mean ± SD. *p < 0.05; **p < 0.01. The images of immunoblot analysis shown (**a,d,g**) were cropped from different gels to optimize separation (MLL proteins) and to distinguish proteins with a similar molecular weight. All panels in each figure are from the same experiment. Unprocessed images are provided in the supplementary information.

### KDM4D coordinates H3K4me3/H3K9me3 to regulate adipogenic differentiation of C3H10T1/2 mesenchymal stem cells

Finally, we examined whether KDM4D modulates the H3K4me3/H3K9me3 dynamics during adipogenic differentiation. Chromatin immunoprecipitation assays showed that the depletion of NFIB, MLL1, or Ash2l led to significant decreases in the levels of H3K4me3 at the promoters of *Pparg* and *Cebpa* (Fig. 6a and Supplementary Fig. S5d). In particular, reduced levels of H3K4me3 at the *Pparg* and *Cebpa* promoters were observed, even before adipogenic induction by MDI in both shNFIB and shMLL1 cells, suggesting that NFIB and MLL1 complex might contribute to the tri-methylation of H3K4 at those promoters in both undifferentiated and differentiated C3H10T1/2 cells. In contrast, no significant change in H3K4me3 was observed at the *Cebpb* promoter in those cells tested (Fig. 6a), which is consistent with previous data showing that KDM4D is not related directly to the transcription activation of *Cebpb*. Surprisingly, despite the KDM4D-independent bindings of NFIB and MLL1 complex to the target promoters (Fig. 5g–i), significantly lower levels of H3K4me3 were detected after MDI induction - in cells depleted of KDM4D than in the control cells (Fig. 6a). Moreover, the levels of H3K9me3, which were decreased dramatically at both *Pparg* and *Cebpa* promoters during adipogenic differentiation (Supplementary Fig. S4h), were similar in the tested KD cells to those observed in undifferentiated control cells (Fig. 6b). These results strongly suggest that the demethylation of H3K9me3 by KDM4D should precede for MLL1 complex to tri-methylate H3K4 and activate the transcription of *Pparg* and *Cebpa*, which should be sufficient to drive adipogenic differentiation in C3H10T1/2 mesenchymal stem cells.

**Figure 6:**
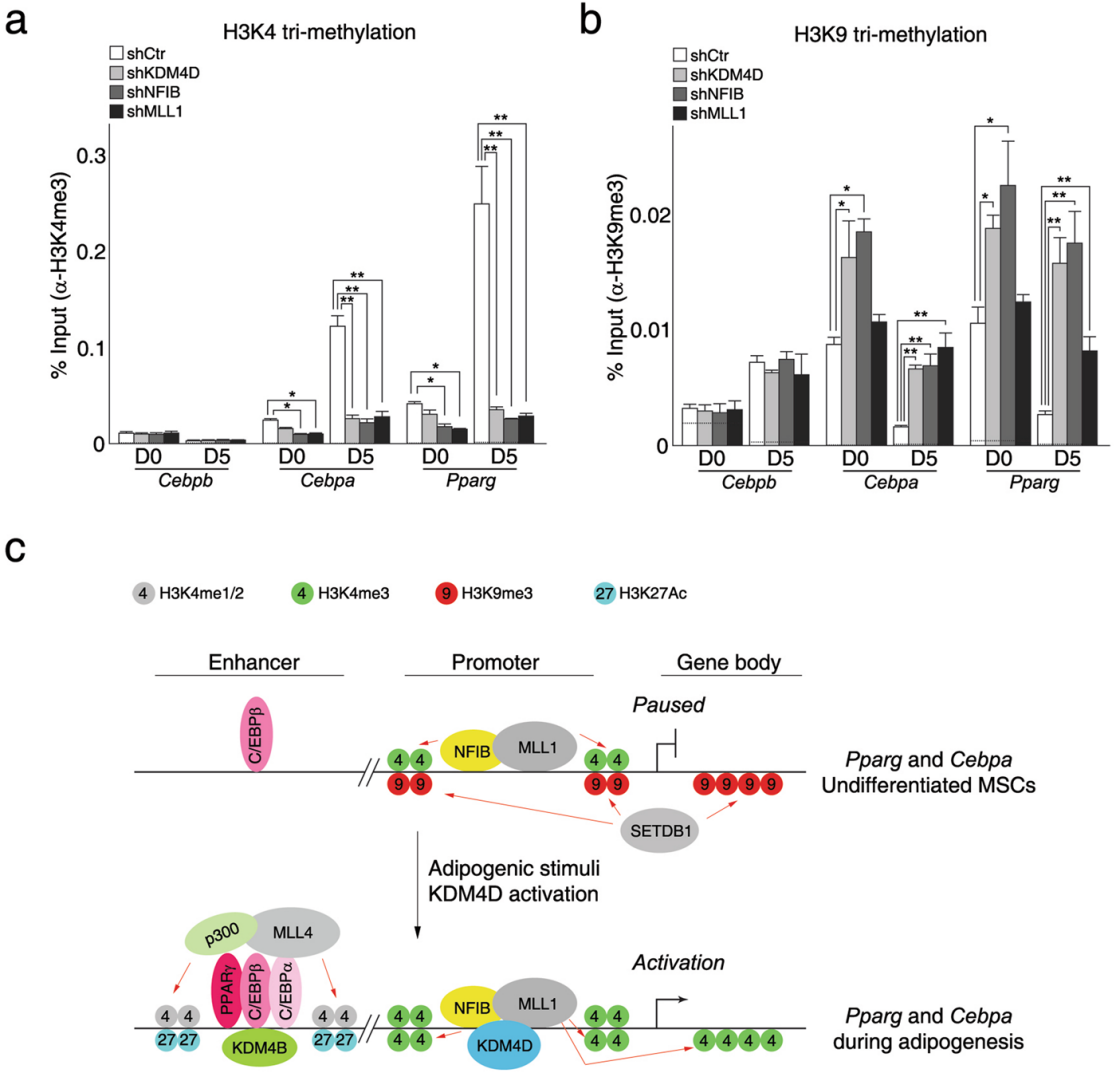
KDM4D coordinates H3K4me3/H3K9me3 to regulate the adipogenic differentiation of C3H10T1/2 mesenchymal stem cells. (**a,b**) KDM4D is required for the tri-methylation of H3K4 as well as the demethylation of tri-methylated H3K9 at the *Cebpa* and *Pparg* promoters in adipogenic differentiation. Chromatins prepared from control cells and three KD cells (shKDM4D, shNFIB, and shMLL1) before (day 0) and after (day 5) the induction of differentiation were precipitated with IgG (**a,b**), α-H3K4me3 (**a**), and α-H3K9me3 (**b**) antibodies. The data are presented as the % input of indicated antibodies and the dotted lines indicate the % input of IgG. Quantitative PCR data in all figures are representative of three independent experiments and are presented as mean ± SD. *p < 0.05; **p < 0.01. (**c**) A model for the roles of KDM4D, NFIB, and MLL1 complex in the transcription activation of *Cebpa* and *Pparg* during adipogenic differentiation.

## Conclusions

In summary, our findings that KDM4D is required for the adipogenic differentiation of C3H10T1/2 MSCs suggests KDM4D as a critical regulator of adipogenesis. In addition, the physical interaction of KDM4D with NFIB and MLL1 complex, and their involvement in activating the transcription of key adipogenic regulators, such as *Pparg* and *Cebpa*, suggest the existence of regulatory complex comprised of KDM4D histone demethylase, NFIB transcription factor, and MLL1 histone lysine methyltransferase complex. Moreover, the coordinated bindings of KDM4D and its interacting partners to the *Pparg* and *Cebpa* promoters and resulting changes in the dynamics of H3K4me3/H3K9me3 provide a molecular mechanism through which a sequence-specific transcription factor and histone modifying enzymes cooperate to promote the adipogenic differentiation in C3H10T1/2 MSCs (Fig. 6c). In our proposed model, we speculate that NFIB, MLL1 complex and adipogenic pioneer transcription factor C/EBPβ bind to the promoter and enhancer of *Pparg* and *Cebpa* in undifferentiated MSCs. Although NFIB and MLL1 complex mediates the tri-methylation of H3K4 at the promoter of *Pparg* and *Cebpa* to some extent, their function to activate transcription is counteracted by the repressive histone mark, H3K9me3, established by SETDB1. Hence, these key adipogenic regulators remain in the primed but paused state. Upon adipogenic stimuli, an increased level of KDM4D and its recruitment to the target promoters through an interaction with NFIB and MLL1 complex leads to the removal of repressive H3K9me3 marks, which allows the cells to escape from a ‘primed but paused’ state. Finally, coordinated actions by KDM4D, NFIB, and MLL1 complex as well as enhancer activation modulated by MLL4 complex drive the cells to differentiate into adipocytes. In conclusion, our study strongly supports the idea of regulatory complex comprised of KDM4D, NFIB, and MLL1 complex being the critical regulator of adipogenic differentiation in C3H10T1/2 MSCs. Nevertheless, it is unclear if they are also involved in differentiation to other lineages, which needs to be determined in further studies.

## Methods

### Plasmid DNAs

The full-length cDNAs used in this study were either amplified directly from mouse cDNA (*Kdm4d*) or purchased from Origene (*Nfib*: MR206682, Rockville, MD, USA), Addgene (*Kdm4d*: #61553, *Cebpa*: #66978, *Cebpb*: #66979, *Wdr5*: #15552, Watertown, MA, USA), and Korea Human Gene Bank (*Kdm4a*: mMU005272, *Kdm4c*: mMU003529, *Pparg*: mMU001014, Daejeon, Korea). The construction of FLAG- or HA- epitope tagged genes was carried out using the standard protocols by PCR. Complete sequences of all PCR-amplified products were verified by sequencing. The detailed information regarding the plasmids and primer sets used to construct the epitope-tagged genes is provided in Supplementary Table S1.

### Cell cultures and *in vitro* differentiation

Mouse C3H10T1/2 mesenchymal stem cells and human 293 T cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM, WELGENE, Gyeongsan, Korea) supplemented with 10% fetal bovine serum (FBS, WELGENE, Gyeongsan, Korea) and antibiotics in a humidified atmosphere with 5% CO2 at 37 °C. Adipogenesis was induced by treatment of two day post confluent C3H10T1/2 MSCs (designated by day 0 or D0) with 10  µg/ml insulin (Sigma, St Louis, MO, USA), 1  µM dexamethasone (Sigma, St Louis, MO, USA), and 0.5  mM isobutylmethylxanthine (Sigma, St Louis, MO, USA) in the presence of 10% FBS until day two. The cells were then fed with DMEM supplemented with 10% FBS and 10  µg/ml insulin for two days, after which they were fed every other day with DMEM containing 10% FBS. Differentiation was monitored initially by the appearance of lipid droplets in the cells and then confirmed by Oil Red O (ORO) staining. For ORO staining, the cells were washed three times with PBS (GIBCO, Grand Island, NY, USA) and fixed for 1  h with 10% formaldehyde (Sigma, St Louis, MO, USA). Subsequently, 0.35% Oil red O (Sigma, St Louis, MO, USA) in isopropanol was diluted with water (3:2), filtered through a 0.22  µm filter, and added to the fixed cells for 20  min at room temperature. The cells were then washed with water, and stained lipid droplets were visualized using an Olympus BX50 optical microscope. All images were taken using a 30× objective and processed using the Adobe Photoshop CC 2015 software.

### Transfection and retroviral infection

The cells were transfected using polyethyleneimine (PEI, Sigma, St Louis, MO, USA) or WelfectEX^TM^ PLUS Reagent (WELGENE, Gyeongsan, Korea) according to the manufacturer’s recommendations. For a retroviral infection, replication-defective retroviruses were made in ecotropic phoenix retroviral packaging cells (ATCC, Manassas, VA, USA) by transfection of the relevant retroviral vectors using the WelfectEXTM PLUS Reagent. The transfected cells were selected with 5  µg/ml of puromycin (Sigma, St Louis, MO, USA) for 24  h and the cells were then replenished with fresh medium without puromycin. Twenty-four hours after replacing with the medium, the viral supernatants were collected and filtered through a 0.45  µm filters. C3H10T1/2 MSCs were seeded one day before infection, and infected with the viral supernatants for two consecutive days. To enhance the infection efficiency, 8  µg/ml of polybrene (Sigma, St Louis, MO, USA) was added to the viral supernatants.

### Establishment of stable cell lines expressing shRNA

C3H10T1/2 MSCs were transfected with pLKO.1 containing shRNA against mouse *Kdm4d*, *Nfib*, *Mll1*, or *Ash2l* and then selected in the presence of puromycin (5  µg/ml) for two weeks. Puromycin-resistant clones were isolated and tested for knockdown efficiency by RT-qPCR. For each target, at least two independent clones were selected, and the expression of targeted genes was confirmed by immunoblot analysis before being used for further study. Sequence information regarding the shRNAs used in this study is provided in the supplemental information (Supplementary Table S2) and can also be found at http://www.broadinstitute.org/rnai/public/clone/search.

### Immunoblot and co-immunoprecipitation assay

The whole cell extracts were prepared by lysing the cell pellets on ice for 10  min with RIPA buffer (10  mM Tris-HCl, pH 7.5, 1  mM EDTA, pH 8.0, 150  mM NaCl, 1% Triton X-100, 1% sodium deoxycholate, and 0.1% SDS) in the presence of a protease inhibitor cocktail (Roche, Mannheim, Germany) followed by 20  s of sonication using a VCX130 (Sonics, Newtown, CT, USA) sonicator (power setting 20% amplitude), and centrifugation at 12,000 × g for 20  min. For FLAG immunoprecipitation, proteins were incubated at 4 °C for 16  h in RIPA buffer-equilibrated FLAG-M2 agarose (Sigma, St Louis, MO, USA). For HA immunoprecipitation, proteins were precleared using protein A/G sepharose 4 Fast Flow (GE Healthcare, Madison, WI, USA) for 2  h, after which the precleared proteins were incubated at 4 °C for 16  h with anti-HA antibody followed by the immobilization of antibodies for 3  h with protein G sepharose 4 Fast Flow. Immuno-complexes were washed four times with RIPA buffer and eluted with SDS running buffer in the presence of β-mercaptoethanol (Merck, Darmstadt, Germany) for 5  min at 94 °C. The following antibodies were used for immunoblot assays: monoclonal anti-Flag M2 (Sigma, St Louis, MO, USA), monoclonal anti-Actin (Sigma, St Louis, MO, USA), monoclonal anti-HA (16B12) (Covance, Princeton, NJ, USA), monoclonal anti-PPARγ (Cell Signaling Technology, Boston, MA, USA), polyclonal anti-C/EBPα (Santa Cruz Biotechnology, Santa Cruz, CA, USA), polyclonal anti-aP2 (Abcam, Cambridge, UK), polyclonal anti-KDM4D (Abcam, Cambridge, UK), polyclonal anti-NFIB (Abcam, Cambridge, UK), polyclonal anti-Wdr5 (Abcam, Cambridge, UK), polyclonal anti-MLL1 (Bethyl Laboratories, Montgomery, TX, USA), polyclonal anti-Ash2l (Bethyl Laboratories, Montgomery, TX, USA), polyclonal anti-Menin (Bethyl Laboratories, Montgomery, TX, USA), polyclonal anti-PTIP (Bethyl Laboratories, Montgomery, TX, USA), and polyclonal anti-Rbbp5 (Bethyl Laboratories, Montgomery, TX, USA). Detailed information regarding the antibodies, including working concentrations, is provided in the supplementary information (Supplementary Table S3).

### RT-qPCR

For quantitative reverse transcription PCR (RT-qPCR) analysis, the total RNA was isolated using an RNeasy plus mini kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. cDNA synthesis was then carried out using a GoScript reverse transcription system (Promega, Madison, WI, USA) as recommended by the manufacturer. qPCR was conducted using an ABI 7300 Real-Time PCR system (Applied Biosystems, Foster City, CA, USA) with SYBR Green I (Invitrogen, Carlsbad, CA, USA) and i-StarTaq DNA polymerase (Intron, Sungnam, Korea). The relative mRNA level was first quantified using the standard curve method, after which the data were normalized to GAPDH mRNA. The primer sets used in this study can be found in the supplementary information (Supplementary Table S4).

### ChIP-qPCR

For the chromatin immunoprecipitation assays, 100–300  µg of sonicated chromatins were precleared for 2  h using protein A/G sepharose 4 Fast Flow in the presence of 4  mg/ml salmon sperm DNA and 0.5  mg/ml bovine serum albumin, followed by immunoprecipitation using the relevant antibodies. The purified DNA was analyzed by quantitative PCR (qPCR) on an ABI 7300 Real-Time PCR system with SYBR Green I and iStarTaq DNA polymerase. For quantification, the % input value per sample was calculated using a standard curve method. The data were presented as % input or relative ChIP signal as indicated in the figures. The primers used for ChIP-qPCR analysis are listed in Supplementary Table S5.

### Liquid chromatography with tandem mass spectrometry (LC-MS/MS) analysis

Sample preparation for liquid chromatography with tandem mass spectrometry (LC-MS/MS) analysis was conducted as follows. C3H10T1/2 MSCs expressing full length FLAG-KDM4D were lysed with a hypotonic buffer (10  mM HEPES pH 7.9, 10  mM KCl, 0.1  mM EDTA pH 8.0, 0.3% NP-40, and protease inhibitor cocktail), then passed 10 times through a 26 G 1/2 needle. After incubating on ice for 10  min, the nuclei were harvested by centrifugation and the pellets were suspended with RIPA buffer followed by 150  s of sonication using a VCX130 sonicator (power setting 40% amplitude). The nuclear extracts were then incubated with the FLAG-M2 agarose for 16  h at 4 °C. The immunoprecipitated proteins were separated by 10% SDS-PAGE and visualized with Coomassie brilliant blue G-250. LC-MS/MS analysis, and protein identification using the MS/MS spectra were performed at the Korea Basic Science Institute (KBSI, Daejeon, Korea).

### RNA-Seq analysis

The total RNA was isolated from eight different samples (control MSCs, shKDM4D, shMLL1, and shNFIB cells at two time points) using an RNeasy plus mini kit according to the manufacturer’s instructions. The RNA quality was assessed with an Agilent Bioanalyzer-2100 using the RNA 6000 Nano Chip (Agilent Technologies, Santa Clara, CA, USA) and RNA quantification was performed using an ND-2000 Spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). Library preparation with SMARTer Stranded RNA-Seq Kit (Clontech Laboratories, Palo Alto, CA, USA), HiSeq 2500 sequencing, and raw data generation were conducted by eBiogen (Seoul, Korea). The high-quality sequence reads from each sample were assembled and mapped to the annotated mouse genomic DNA (Genome Reference Consortium Mouse Build 38; GRCm38/mm10) using a CLC Genomic Workbench 11.0.1 (Qiagen, Hilden, Germany) with the following parameters: mismatch cost 2, insertion cost 3, deletion cost 3, length fraction 0.8, and similarity fraction 0.8. Only protein coding genes with RPKM (Reads Per Kilobase of exon model per Million mapped reads) >1.0 were regarded as expressed and the genes with RPKM > 1.0 in at least one sample were kept for subsequent analysis. For differentially expressed gene (DEG) analysis, the total read counts were normalized in quantiles by RPKM before calculating gene expression levels and fold changes (FC). For cluster analysis, the genes with expression changes during adipogenic differentiation of C3H10T1/2 MSCs (between days 0 and 5) that were >2-fold, and FDR < 0.05 were selected for further analysis. The expression changes in these selected genes in shKDM4D, shMLL1, and shNFIB cells were calculated and subjected to cluster analysis using hclust within the R package. A heat map was generated by Pheatmap within the R package. Gene ontology (GO) analysis and KEGG pathway analysis were conducted using DAVID bioinformatics resources 6.8.

### Statistical analysis

The data shown for all qPCR-based experiments are representative of at least three independent experiments as indicated in the figure legends and are presented as the means ± SD. Statistical significance and *p* values were determined by Student’s t-tests of the indicated paired groups.

### Data resources

The RNA-seq data were deposited to the Gene Expression Omnibus (GEO) repository (NCBI) under the accession number: GSE131369.

## Supplementary information

Supplementary information.

Dataset 1.

Dataset 2.

Dataset 3.

## Data Availability

The data generated and analyzed during this study are available from the corresponding author on request.

# Supplementary material for: Histone demethylase KDM4D cooperates with NFIB and MLL1 complex to regulate adipogenic differentiation of C3H10T1/2 mesenchymal stem cells
**Source:** Sci Rep. 2020 Feb 20;10:3050. doi: 10.1038/s41598-020-60049-8
**Supplement:** Supplementary file 1 — Supplementary information.

## Supplementary Information

Histone demethylase KDM4D cooperates with NFIB and MLL1 complex to regulate adipogenic differentiation of C3H10T1/2 mesenchymal stem cells

Jang Hyun Choi and Hansol Lee\*

List of contents:

- Supplementary Figure legends (pages 2 to 5)
- Supplementary Figure S1 ~ S5 (pages 6 to 10)
- Supplementary Table S1 ~ S5 (pages 11 to 16)
- Uncropped blots for Figures (pages 17 to 27)
- References (Pages 28 to 29)

## Supplementary Figure legends

### Supplementary Figure S1. KDM4D is required for adipogenic differentiation of C3H10T1/2

**mesenchymal stem cells.** (a and b) Expression of KDM4D increases during adipogenic differentiation. Cells were collected before (day 0) and after the induction of differentiation (day 1, 5, and 8). (a) RT-qPCR analysis of the KDM4D family of genes (*Kdm4a* ~ *Kdm4d*) as well as key adipogenic marker genes (*Cebpb*, *Pparg*, *Cebpa*, and *aP2*) during adipogenic differentiation of C3H10T1/2 cells. The total RNAs were isolated from the cells at indicated time points and the relative mRNA levels were measured by RT-qPCR. (b) Immunoblot analysis of KDM4D, PPAR $\gamma$ , C/EBP $\alpha$ , and aP2 during adipogenic differentiation. Actin was used as a control. (c) Establishment of stable cell lines depleted of endogenous KDM4D (shKDM4D-1 and shKDM4D-2). RT-qPCR analysis of *Kdm4d* and immunoblot analysis of endogenous KDM4D (inset) in the control cells, shKDM4D-1, and shKDM4D-2 cells. (d) Exogenous expression of FLAG-KDM4D lacking 3'-UTR rescues adipogenesis in shKDM4D-1 cells. The total RNAs were isolated from the control cells, shKDM4D-1, and shKDM4D-1 infected with the retrovirus expressing FLAG-KDM4D, followed by RT-qPCR analysis of *Pparg* (left) and *aP2* (right). (e) Overexpression of KDM4D has little effects on adipogenic differentiation in C3H10T1/2 cells. C3H10T1/2 cells were infected with the retrovirus expressing empty vector or FLAG-KDM4D. The total RNAs were isolated from the cells at indicated time points and the mRNA levels of *Pparg* (left) and *aP2* (right) were quantified using RT-qPCR. In all figures including RT-qPCR analysis, the relative mRNA levels were presented as the ratio of mRNA level at each time point (or shKDM4D cells in Fig S1c) to the mRNA level in the control cells at day 0 following normalization to GAPDH. All qPCR data are representative of three independent experiments and are presented as mean  $\pm$  SD. \* $p < 0.05$ ; \*\* $p < 0.01$ .

**Supplementary Figure S2. Depletion or overexpression of KDM4D has little effects on the expression of Wnt ligands in C3H10T1/2 cells.** The total RNAs were prepared from the control,

shKDM4D-1, and control cells infected with the retrovirus expressing FLAG-KDM4D, followed by RT-qPCR analysis of Wnt ligands (*Wnt1*, *Wnt6*, *Wnt10a*, and *Wnt10b*). The relative mRNA levels were presented as a ratio to the mRNA level in the control cells following normalization to GAPDH. qPCR data are representative of three independent experiments and are presented as mean  $\pm$  SD.

**Supplementary Figure S3. KDM4D interacts with NFIB transcription factor and MLL1 H3K4 methyltransferase complex.** (a) KDM4D interacts with NFIB in cells. Human 293T cells were transfected with pcDNA3 containing FLAG-NFIB, HA-KDM4D, or both as indicated. Protein extracts were immunoprecipitated with FLAG-M2 agarose and the interactions were confirmed by immunoblot analysis using  $\alpha$ -HA antibody. (b and c) KDM4D and NFIB interact with MLL1 histone methyltransferase complex in human 293T cells. Cells were transfected with empty vector, pcDNA3 containing FLAG-KDM4D (b), or pcDNA3 containing FLAG-NFIB (c). The protein extracts were immunoprecipitated with FLAG-M2 agarose and the interactions were examined by immunoblot analysis using indicated antibodies. Actin was used as a loading control. (d) JmjC domain of KDM4D mediates the interaction with Wdr5, a core subunit of MLL1 complex. Human 293T cells were co-transfected with plasmids containing full-length FLAG-Wdr5 and indicated HA-KDM4D (FL; full-length, numbered; deletion mutants). (e) N-terminal domain of NFIB is required for the interaction with Wdr5. Human 293T cells were co-transfected with plasmids containing full-length FLAG-Wdr5 and the indicated HA-NFIB (FL; full-length, numbered; deletion mutants). In (d) and (e), protein extracts were immunoprecipitated with  $\alpha$ -HA antibody and the interactions were determined by immunoblot analysis using  $\alpha$ -HA antibody.

**Supplementary Figure S4. KDM4D, NFIB, and MLL1 complex work together in regulating adipogenic differentiation.** (a – c) Establishment of stable cell lines depleted of (a) NFIB (shNFIB),

(b) MLL1 (shMLL1), and (c) Ash2l (shAsh2l). RT-qPCR analysis and immunoblot analysis (inset) of indicated target genes in the control and KD cells. Actin was used as a control. In (c), Oil Red O staining at day eight after the induction of differentiation shows defective adipogenic differentiation in cells depleted of Ash2l, a component of MLL1 complex. (d) RNA-seq heatmap depicting the changes in expression of the genes (downregulated during adipogenic differentiation of C3H10T1/2 cells) in the control, shKDM4D, shNFIB, and shMLL1 cells. 

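Over the 986 genes that were down-regulated in shControl cells, the median log2 change from day 0 to day 5 on the RPKM + 0.1 scale was -1.34 in shControl, -1.29 in shKDM4D, -0.80 in shNFIB and -1.01 in shMLL1 cells. A fall of more than 2-fold was kept by 926 genes in shControl, 671 in shKDM4D, 366 in shNFIB and 503 in shMLL1 cells on that scale. The genes were selected in the shControl libraries alone. In every line, the median lay below those of all 10000 random lists of the same size matched on mean expression (percentile 0). The median ratio to shControl cells at day 5 was 0.19 in shKDM4D, 0.64 in shNFIB and 0.59 in shMLL1 cells.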

The color intensity scale was included at the bottom of the heatmap. The threshold for down-regulation is 2.0 fold. (e) Schematic diagram of the identification of KDM4D-, NFIB-, and MLL1-dependent genes (left) and Venn diagram of the genes affected by KDM4D, NFIB, and MLL1 depletion (higher than the control cells at day 5). (f) Ash2l binds to the promoter of *Cebpa*, and *Pparg* genes. Chromatins prepared from C3H10T1/2 cells after (day 5) the induction of differentiation were precipitated with IgG or  $\alpha$ -Ash2l antibody, followed by quantitative PCR analysis. For the relative ChIP signal, the % input was calculated for each sample and data are presented as a ratio of the % input ( $\alpha$ -Ash2l) to the % input (IgG). (g and h) Dynamics of histone modifications (H3K4me3 in G and H3K9me3 in H) before (day 0) and after (day 5) the induction of differentiation in C3H10T1/2 cells. Chromatins prepared from the cell at indicated time points were precipitated with  $\alpha$ -H3K4me3 (g) and  $\alpha$ -H3K9me3 (h) antibodies. Data are presented as the % input of indicated antibodies. Quantitative PCR data in all figures are representative of three independent experiments and are presented as mean  $\pm$  SD. \* $p < 0.05$ ; \*\* $p < 0.01$ .

**Supplementary Figure S5. Ash2l, a component of MLL1 complex, is required for the adipogenic differentiation in C3H10T1/2 mesenchymal stem cells.** (a – c) Ash2l is required for the interaction between KDM4D and NFIB and their bindings to the *Pparg* and *Cebpa* promoters. Control and shAsh2l cells were infected with a retrovirus expressing empty vector or indicated FLAG-tagged proteins. The total protein extracts and chromatins were prepared from cells after the induction of differentiation (day 5), followed by immunoprecipitation assay and ChIP-qPCR analysis. (a) Immunoblot analysis of the

interaction between KDM4D and NFIB in the control and shAsh2l cells. (b and c) ChIP-qPCR analysis of FLAG-NFIB (b) and FLAG-KDM4D (c) bindings to the promoters of *Cebpb*, *Cebpa*, and *Pparg* in the control and shAsh2l cells. For the relative ChIP signal, the % input was calculated for each sample and data are presented as a ratio of the % input in the cells expressing FLAG-NFIB (b) or FLAG-KDM4D (c) to the % input in the control cells infected with a retrovirus expressing empty vector. (d and e) Ash2l is required for the tri-methylation of H3K4 as well as the demethylation of H3K9me3 at the *Cebpa* and *Pparg* promoters in adipogenic differentiation. Chromatins prepared from the control and shAsh2l cells before (day 0) and after (day 5) the induction of differentiation were precipitated with IgG (d and e),  $\alpha$ -H3K4me3 (d), and  $\alpha$ -H3K9me3 (e) antibodies. Data are presented as the % input. Quantitative PCR data in all figures are representative of three independent experiments and are presented as mean  $\pm$  SD. \* $p < 0.05$ ; \*\* $p < 0.01$ .

### Supplementary Figure S1

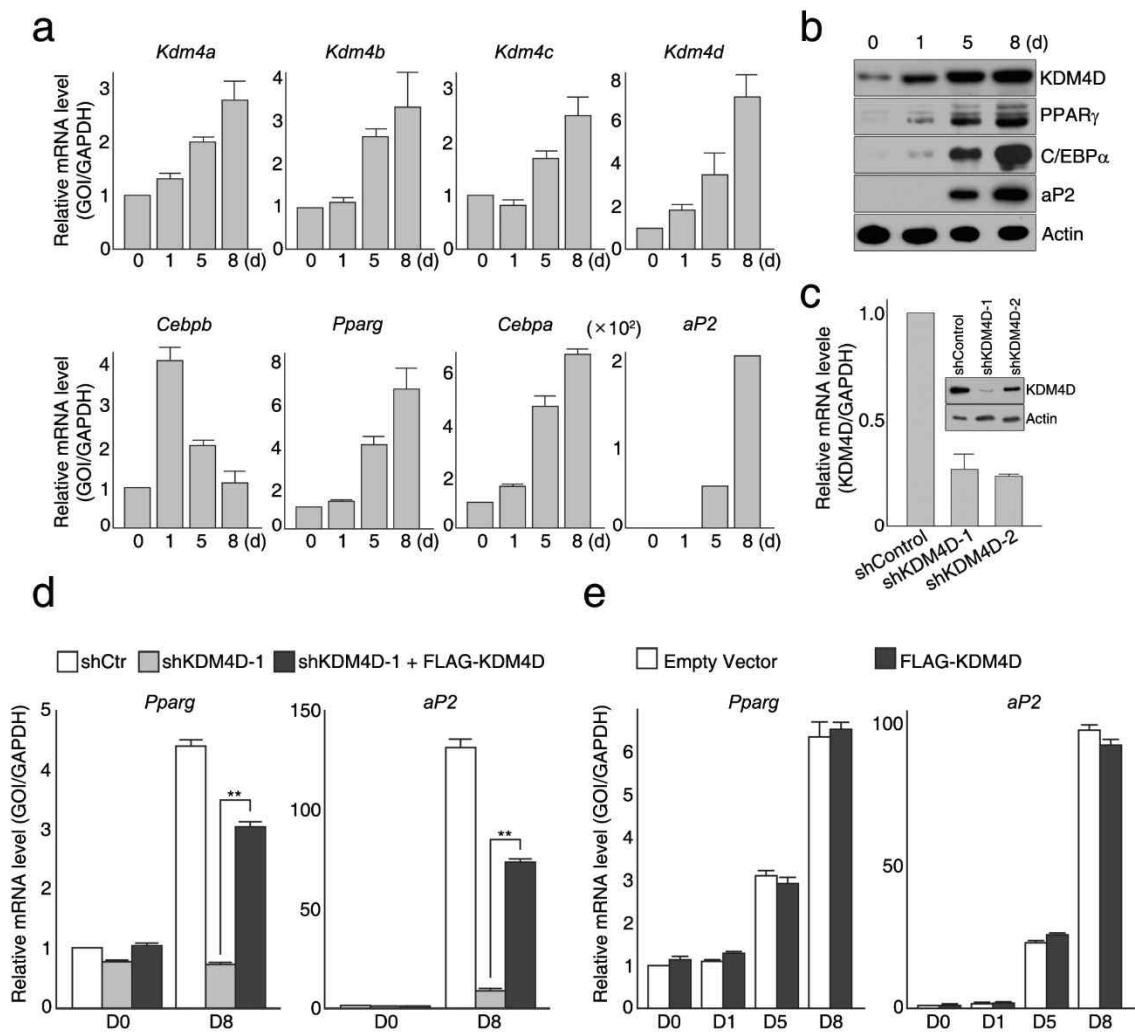

Supplementary Figure S2

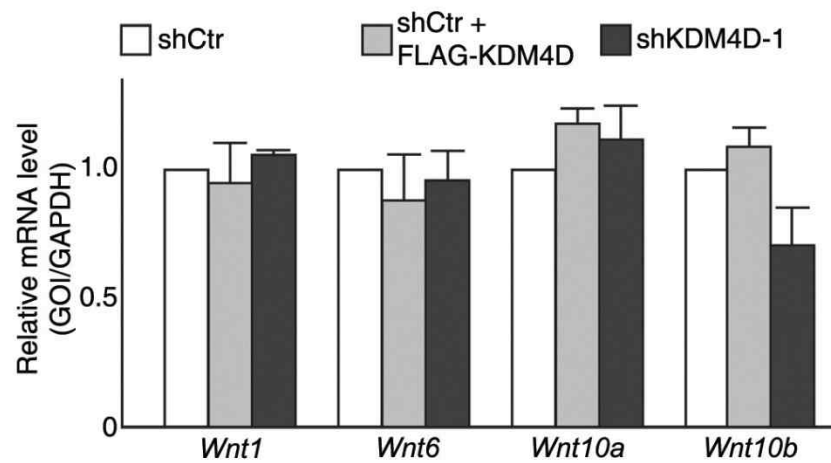

Supplementary Figure S3

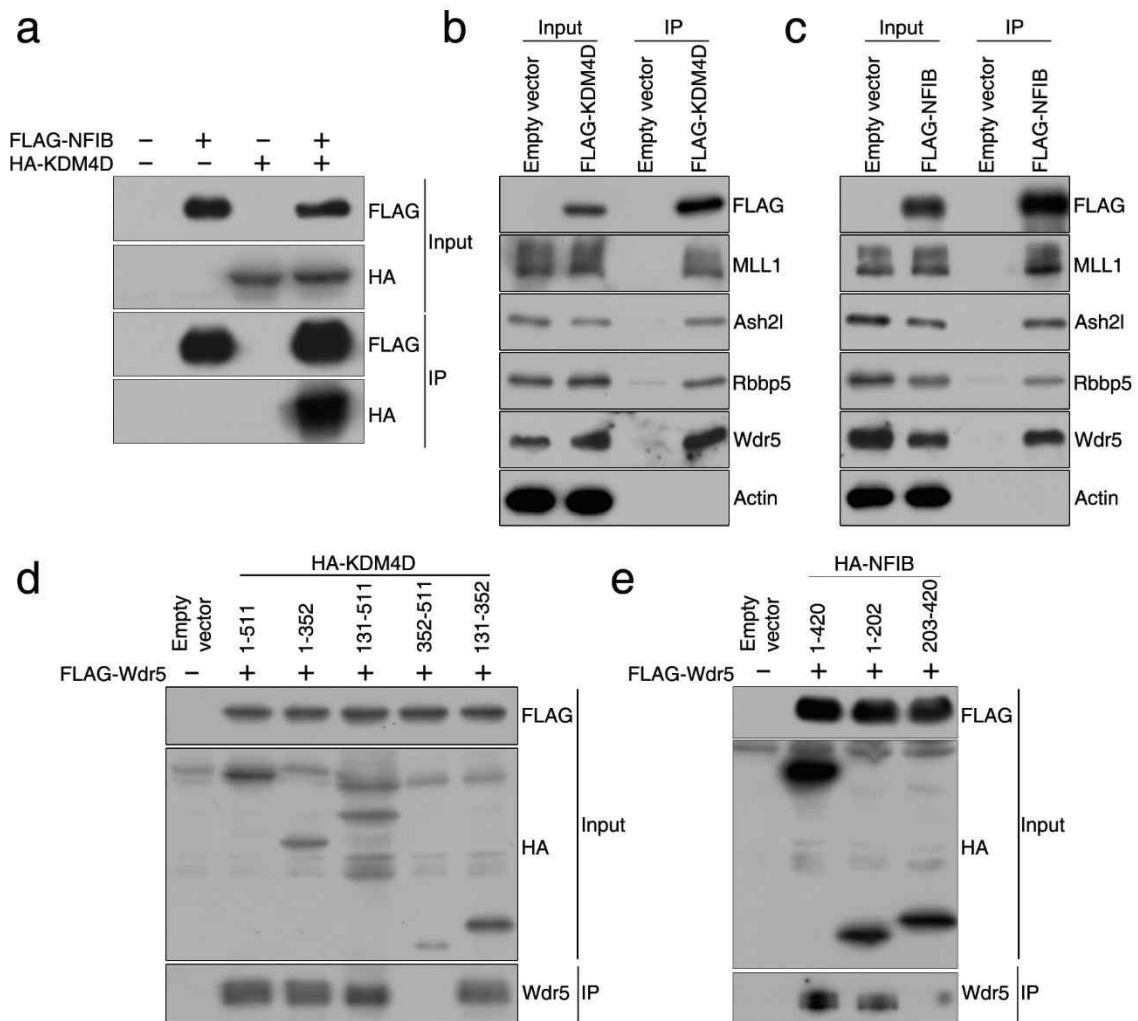

Supplementary Figure S4

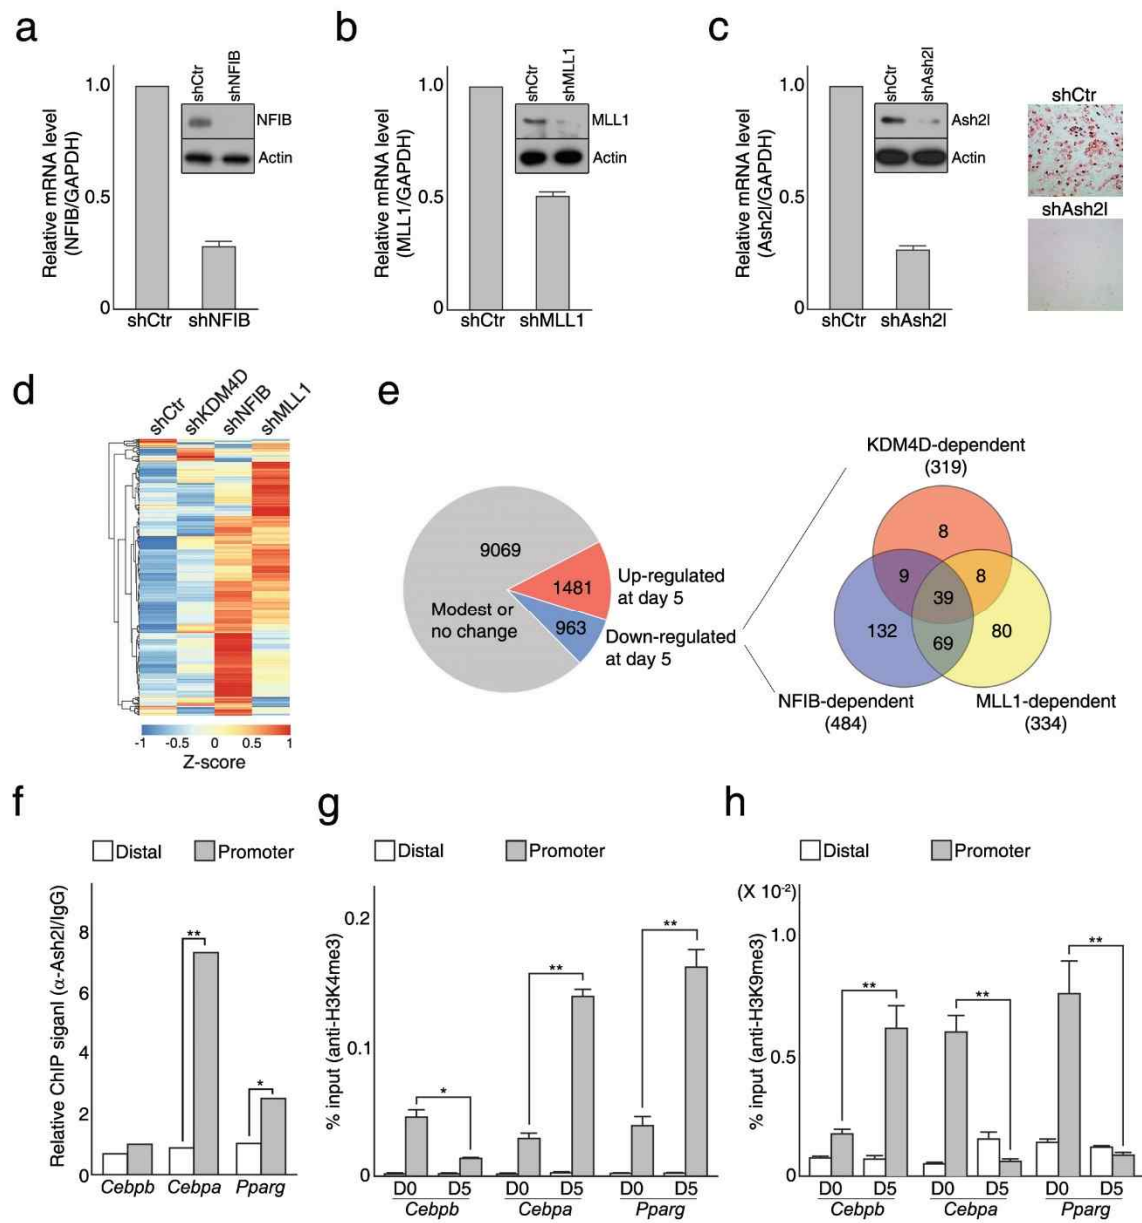

# Supplementary Figure S5

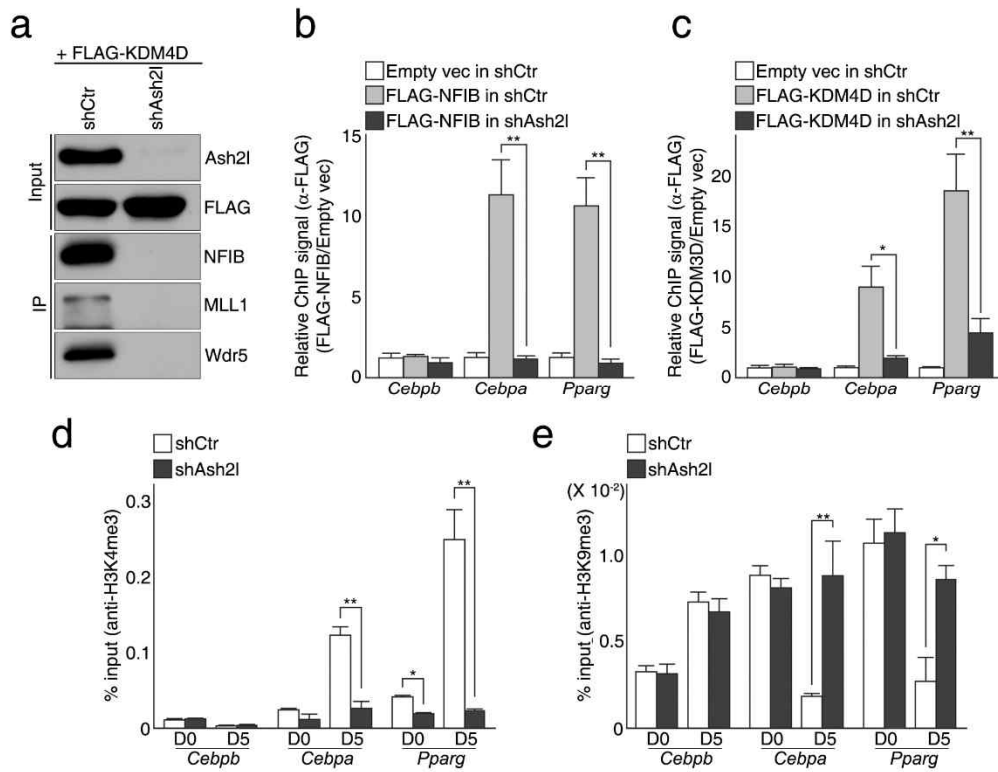

**Supplementary Table S1. Information of the plasmids used in this study**

| Name               | Source                       | Identifier | Primer                                                                                                       | Cloning vector                            |
|--------------------|------------------------------|------------|--------------------------------------------------------------------------------------------------------------|-------------------------------------------|
| FLAG-KDM4A         | Korea Human Gene Bank (KHGB) | mMU005272  | F: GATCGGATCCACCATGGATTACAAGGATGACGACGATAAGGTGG<br>CTTCTGAATCAGAA<br>R: GATCCTCGAGCTAGATGCTATTAGAAAT         | pLZRS<br>(Dr. Nolan GP.)                  |
| FLAG-KDM4B         | [1]                          | N/A        |                                                                                                              |                                           |
| FLAG-KDM4C         | Korea Human Gene Bank (KHGB) | mMU003529  | F: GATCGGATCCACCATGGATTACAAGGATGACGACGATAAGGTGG<br>AGGTGGTGGAGGTG<br>R: GATCCTCGAGCTACTGTCTCTTCTGACA         | pLZRS-IRES-GFP<br>(Dr. Nolan GP.)         |
| KDM4D              | This study                   | N/A        | F: GTACGTGAAGACGAAGTCCA<br>R: GACTTAGGGGTCGGAGGT                                                             | pBluescript KS (+)<br>(Invitrogen)        |
| FLAG-KDM4D         | Addgene                      | #61553     | N/A                                                                                                          | pLZRS                                     |
| FLAG-KDM4D         | This study                   | N/A        | F: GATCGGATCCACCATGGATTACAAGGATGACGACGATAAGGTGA<br>AGACGAAGTCCACATG<br>R: GATCCTCGAGTTAGGGGTCGGAGGTCAA       | pcDNA3 (Invitrogen)<br>and pLZRS-IRES-GFP |
| FLAG-KDM4D         | This study                   | N/A        | F: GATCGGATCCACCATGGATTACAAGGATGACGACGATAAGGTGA<br>AGACGAAGTCCACATG<br>R: GATCCTCGAGTTAGGGGTCGGAGGTCAA       | pMSCVpuro<br>(Clontech)                   |
| HA-KDM4D           | This study                   | N/A        | F: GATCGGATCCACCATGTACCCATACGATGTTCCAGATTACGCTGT<br>GAAGACGAAGTCCACATG<br>R: GATCCTCGAGTTAGGGGTCGGAGGTCAA    | pcDNA3                                    |
| HA-KDM4D (1-352)   | This study                   | N/A        | F: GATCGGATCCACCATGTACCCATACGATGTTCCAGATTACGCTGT<br>GAAGACGAAGTCCACATG<br>R: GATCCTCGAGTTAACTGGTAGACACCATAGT | pcDNA3                                    |
| HA-KDM4D (131-511) | This study                   | N/A        | F: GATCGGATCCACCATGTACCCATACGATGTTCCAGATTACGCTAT<br>TTATGGTGCTGACGTC<br>R: GATCCTCGAGTTAGGGGTCGGAGGTCAA      | pcDNA3                                    |

|                         |                                    |           |                                                                                                               |                               |
|-------------------------|------------------------------------|-----------|---------------------------------------------------------------------------------------------------------------|-------------------------------|
| HA-KDM4D<br>(352-511)   | This study                         | N/A       | F: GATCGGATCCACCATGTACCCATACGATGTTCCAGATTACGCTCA<br>GGAGCTCACCACCGG<br>R: GATCCTCGAGTTAGGGGTCGGAGGTCAA        | pcDNA3                        |
| HA-KDM4D<br>(131-352)   | This study                         | N/A       | F: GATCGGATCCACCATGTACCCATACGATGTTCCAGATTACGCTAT<br>TTATGGTGCTGACGTC<br>R: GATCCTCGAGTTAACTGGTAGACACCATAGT    | pcDNA3                        |
| FLAG-NFIB               | OriGene                            | MR206682  | F: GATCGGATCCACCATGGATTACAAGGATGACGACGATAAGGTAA<br>TGTATTCTCCCATCTGT<br>R: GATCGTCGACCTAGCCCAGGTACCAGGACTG    | pcDNA3 and pLZRS-<br>IRES-GFP |
| FLAG-NFIB               | This study                         | N/A       | F: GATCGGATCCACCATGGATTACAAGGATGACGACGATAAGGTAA<br>TGTATTCTCCCATCTGT<br>R: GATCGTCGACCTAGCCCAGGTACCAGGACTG    | pMSCVpuro                     |
| HA-NFIB                 | This study                         | N/A       | F: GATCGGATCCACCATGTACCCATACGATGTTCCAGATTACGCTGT<br>AATGTATTCTCCCATCTGT<br>R: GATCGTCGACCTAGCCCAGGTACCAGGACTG | pcDNA3                        |
| HA-NFIB<br>(1-205)      | This study                         | N/A       | F: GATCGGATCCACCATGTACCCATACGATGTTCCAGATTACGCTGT<br>AATGTATTCTCCCATCTGT<br>R: GATCGTCGACCTACTTGGCAGGATCACT    | pcDNA3                        |
| HA-NFIB<br>(206-420)    | This study                         | N/A       | F: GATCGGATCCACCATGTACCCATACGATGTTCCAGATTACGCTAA<br>TCCTCCAGGGTACCTC<br>R: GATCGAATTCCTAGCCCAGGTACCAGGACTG    | pcDNA3                        |
| FLAG-<br>C/EBP $\alpha$ | Addgene                            | #66978    | N/A                                                                                                           | pLZRS                         |
| FLAG-<br>C/EBP $\beta$  | Addgene                            | #66979    | N/A                                                                                                           | pLZRS                         |
| FLAG-PPAR $\gamma$      | Korea Human<br>Gene Bank<br>(KHGB) | mMU001014 | F: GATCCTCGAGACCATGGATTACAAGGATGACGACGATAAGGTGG<br>GTGAAACTCTGGGA<br>R: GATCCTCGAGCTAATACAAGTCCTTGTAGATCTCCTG | pcDNA3 and pLZRS-<br>IRES-GFP |
| FLAG-Wdr5               | Addgene                            | #15552    | N/A                                                                                                           |                               |

**Supplementary Table S2. Information of shRNAs used in this study**

| Name      | Clone ID       | Target sequence       |
|-----------|----------------|-----------------------|
| shKDM4D-1 | TRCN0000103540 | CCCTAAGTCCATTACCTCATA |
| shKDM4D-2 | TRCN0000103542 | CCACGGTAAGTAACGTCCTT  |
| shNFIB-1  | TRCN0000012088 | CCACAACCATAGTATAAGAAA |
| shNFIB-2  | TRCN0000012091 | CCTGTTCAAAGGCATCCCTTT |
| shMLL1-1  | TRCN0000034424 | CGCGGTATTATCCTAATTTAA |
| shMLL1-2  | TRCN0000034426 | CGCCTTCACTTGACCATAATT |
| shAsh2l-1 | TRCN0000034399 | CCTGTGTCTGTGTGTTCCAAA |
| shAsh2l-2 | TRCN0000034400 | CCATTTAACAAAGATGGCTAT |

**Supplementary Table S3. Information of antibodies used in this study**

| Antibodies            | Source         | Identifier | Lot#         | Application                 |
|-----------------------|----------------|------------|--------------|-----------------------------|
| KDM4D                 | Abcam          | ab93694    | GR280734-2   | WB (1/2,000)                |
| NFIB                  | Abcam          | ab186738   | GR229339-9   | WB (1/2,000)                |
| MLL1                  | Bethyl         | A300-086A  | 6            | WB (1/10,000)<br>ChIP (4ug) |
| MLL3                  | Dr. J. H. Kim  | N/A        | N/A          | WB (1/1,000)                |
| Ash2l                 | Bethyl         | A300-489A  | 2            | WB (1/10,000)<br>ChIP (4ug) |
| Actin (AC-15)         | Sigma          | A1987      | N/A          | WB (1/50,000)               |
| aP2                   | Abcam          | ab92501    | GR106922-2   | WB (1/3,000)                |
| C/EBP $\alpha$ (14AA) | SantaCruz      | sc-61      | F3016        | WB (1/1,000)                |
| FLAG M2               | Sigma          | F1804      | N/A          | WB (1/3,000)                |
| H3K4me3               | Abcam          | ab8580     | GR13175719-3 | ChIP (4ug)                  |
| H3K9me3               | Abcam          | ab8898     | GR131093-2   | ChIP (4ug)                  |
| HA (16B12)            | Covance        | MMS-101R   | B224726      | WB (1/1,000)<br>IP (1/200)  |
| Menin                 | Bethyl         | A300-105A  | 8            | WB (1/5,000)                |
| PPAR $\gamma$ (81B8)  | Cell signaling | #2443      | 4            | WB (1/1,000)                |
| PTIP                  | Bethyl         | A300-370A  | 1            | WB (1/5,000)                |
| Rabbit IgG            | Vectashield    | I-1000     | N/A          | ChIP (4ug)                  |
| Rbbp5                 | Bethyl         | A300-109A  | N/A          | WB (1/10,000)               |
| Wdr5                  | Abcam          | ab22515    | GR191510-1   | WB (1/3,000)                |

**Supplementary Table S4. Information of primers for RT-qPCR used in this study**

| Name          | Primer                                                   | Reference |
|---------------|----------------------------------------------------------|-----------|
| <i>Kdm4a</i>  | F: GAGGAAGACTGCTGCTTATGCTC<br>R: TCACATCCACTGGACTTCTTTCA | [1]       |
| <i>Kdm4b</i>  | F: TGCAGTCCCTGAGGTACGATT<br>R: CCCGACACTCTCTTCATACGC     | [1]       |
| <i>Kdm4c</i>  | F: CCTTCAGCAGAGACACATTTCTT<br>R: TCCAAGATACTTTGCCCATAGA  | [1]       |
| <i>Kdm4d</i>  | F: CTGGAAGAATCGCCTGTATGAGT<br>R: GTCTTGAATTGTTCCCAGGTGAC | [1]       |
| <i>Nfib</i>   | F: CCGGAATACCTGGAGTCG<br>R: GAAATGGCAACGGTGAGG           | [2]       |
| <i>Mll1</i>   | F: GGCTCCAGCAAGAACAAAAG<br>R: TCACACCTGCAAATGAGAGC       | [3]       |
| <i>Ash2l</i>  | F: AGTCACTGCCGGACACCTACAAAG<br>R: TTTGTAGGTGTCCGGCAGTGA  | [4]       |
| <i>aP2</i>    | F: TGCTGCAGCCTTTCTCACCT<br>R: AGCCCACTCCCCTTCTTTCA       | [5]       |
| <i>Cebpa</i>  | F: CCCAGCGGTGCCTTGTGC<br>R: TCCTTCCCCCAGCCGTTAGTG        | [5]       |
| <i>Cebpb</i>  | F: ACGACTTCCTCTCCGACCTCT<br>R: CGAGGCTCACGTAACCGTAGT     | [6]       |
| <i>Pparg</i>  | F: GCCCTTTGGTGACTTTATGGA<br>R: GCAGCAGGTTGTCTTGGATG      | [7]       |
| <i>Wnt1</i>   | F: CCTCCACGAACCTGTTGACG<br>R: GTTCTGTCTGGATCAGTCGCC      | [8]       |
| <i>Wnt6</i>   | F: GCGGAGACGATGTGGACTTC<br>R: ATGCACGGATATCTCCACGG       | [9]       |
| <i>Wnt10a</i> | F: CCACTCCGACCTGGTCTACTTTG<br>R: TGCTGCTCTTATTGCACAGGC   | [9]       |
| <i>Wnt10b</i> | F: ACCACGACATGGACTTCGGAGA<br>R: CCGCTTCAGGTTTCCGTTACC    | [8]       |
| <i>Gapdh</i>  | F: GCCTCTCTTGCTCAGTGTCC<br>R: TGCGACTTCAACAGCAACTC       | [1]       |

**Supplementary Table S5. Information of primers for ChIP used in this study**

| Name                  | Primer                                                                 | Reference |
|-----------------------|------------------------------------------------------------------------|-----------|
| <i>Cebpa</i> promoter | F: TGGAGACGCAATGAAAAAGA<br>R: CCACGGGCTCTTCAGAGTAG                     | [10]      |
| <i>Cebpa</i> distal   | F: TGGAGACGCAATGAAAAAGA<br>R: GGAGAAGGCATGCTCATGTT                     | [10]      |
| <i>Cebpb</i> promoter | F: AGCAGGGTTGAGGGAACAG<br>R: CAGGGAGGGAAAGGGTAAGA                      | [11]      |
| <i>Cebpb</i> distal   | F: GCAACTTGTCAACACCCTGTCTCA<br>R: GCTTCCTGTCCCAACCTCATGTTT             | [11]      |
| <i>Pparg</i> promoter | F: CTGTACAGTTCACGCCCTC<br>R: TCACACTGGTGTTTTGTCTATG                    | [12]      |
| <i>Pparg</i> distal   | F: CTTTTTAATTTAGAAGACACAGGTATTATC<br>R: TCAATATATCACTTGGTTCCCTTATTCCTG | [12]      |
| <i>Actin</i>          | F: TGGGAATGGGTCAGAAGGACTG<br>R: GGGTCATCTTTTCACGGTTGGC                 | [1]       |

## Uncropped blots for Figures

Full-length/Uncropped blots used in the article are indicated according to each figure. Black squares represent the images used for figures in the article.

**Fig. 1b**

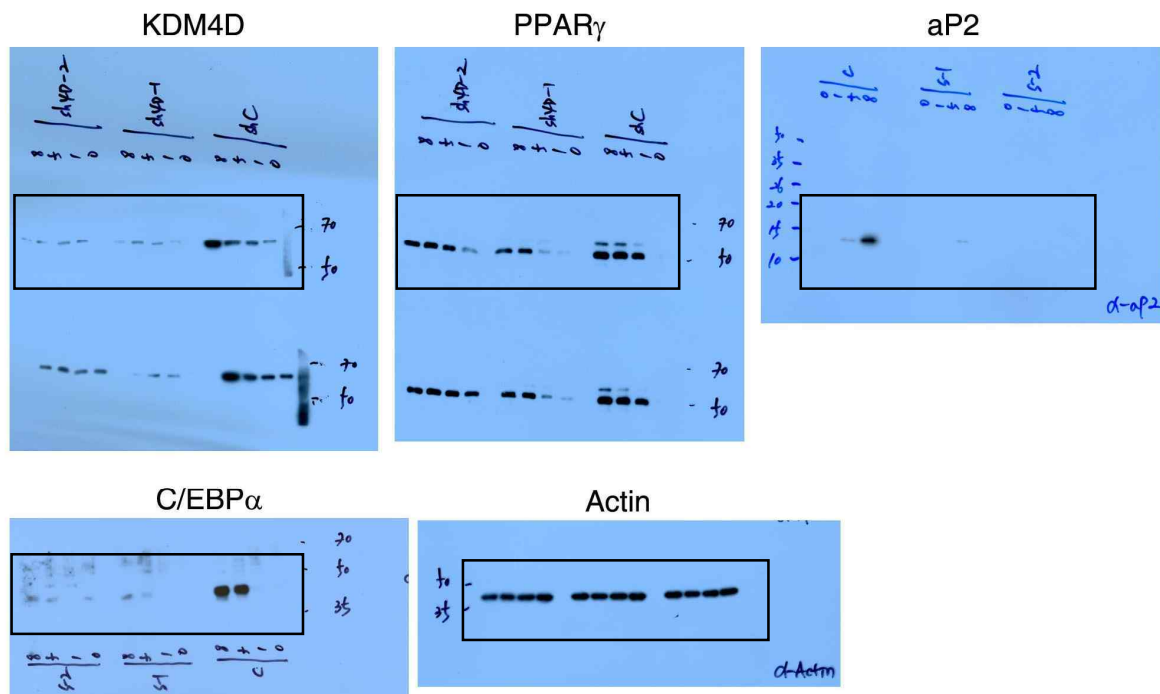

Fig. 1d

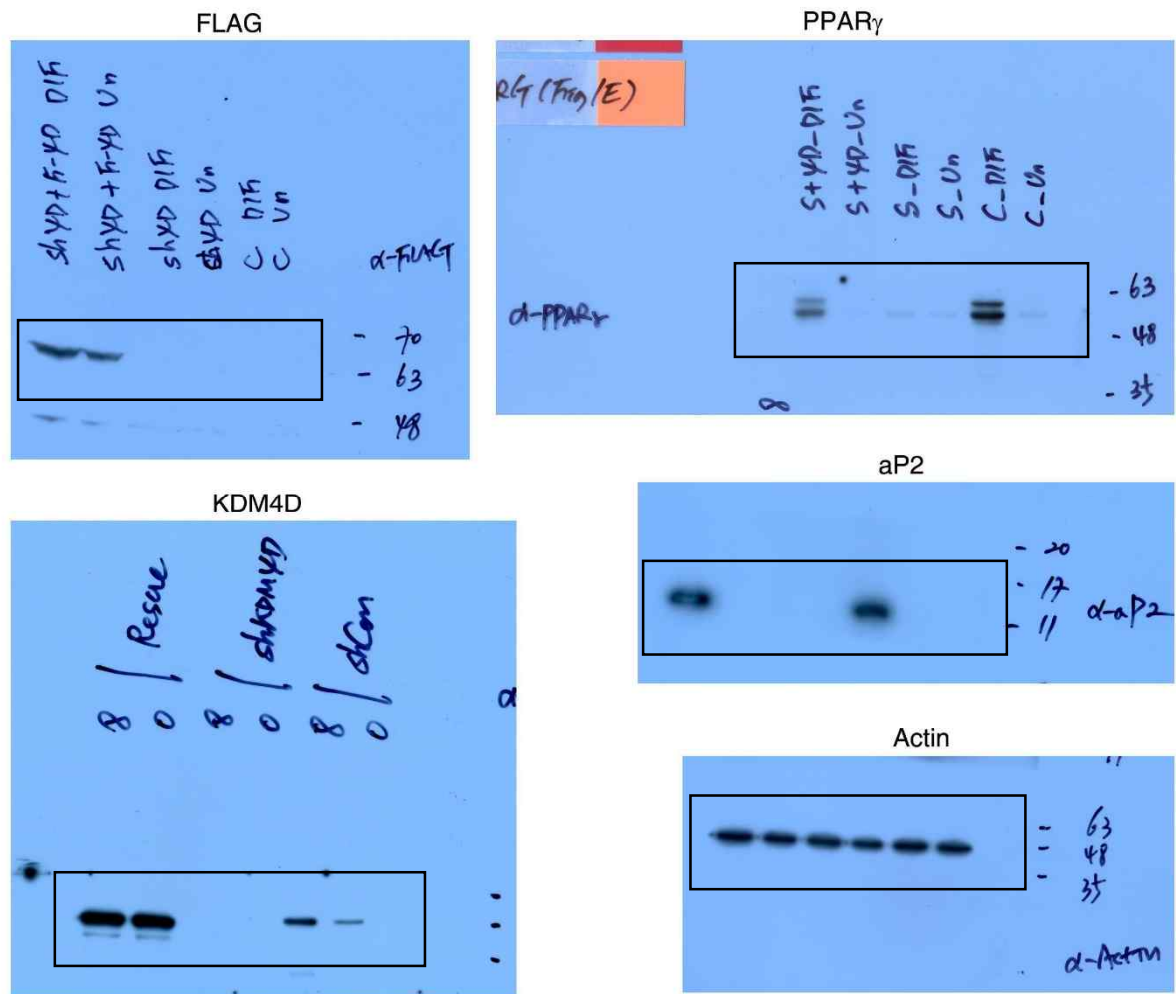

**Fig. 1e**

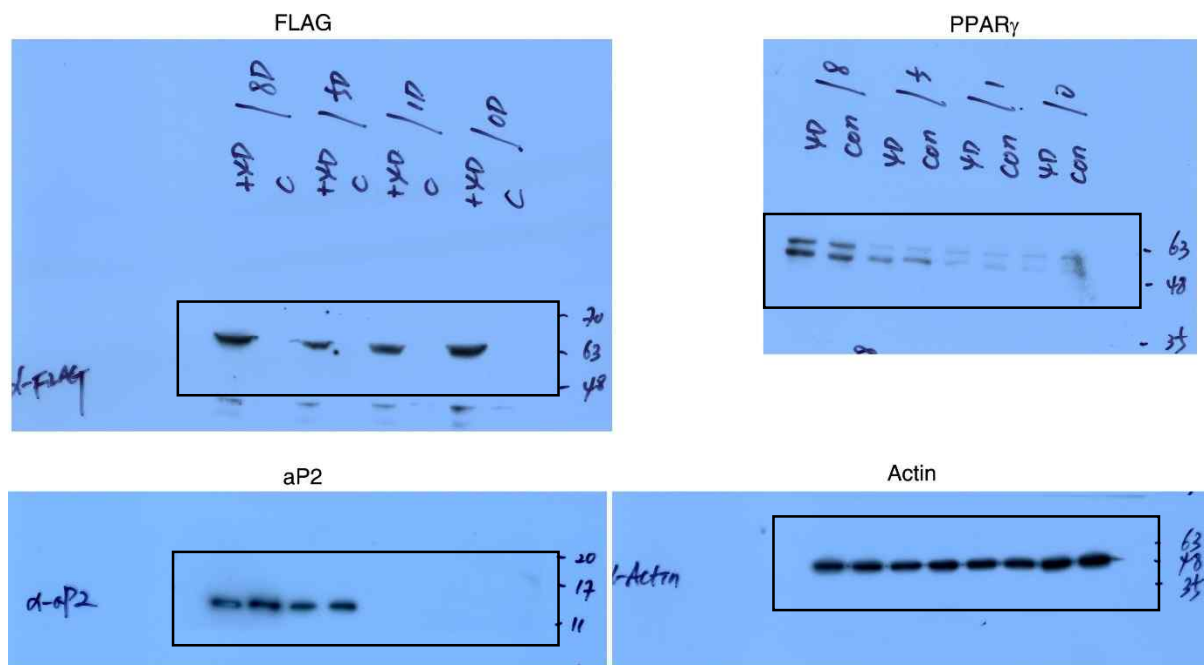

Fig. 2a

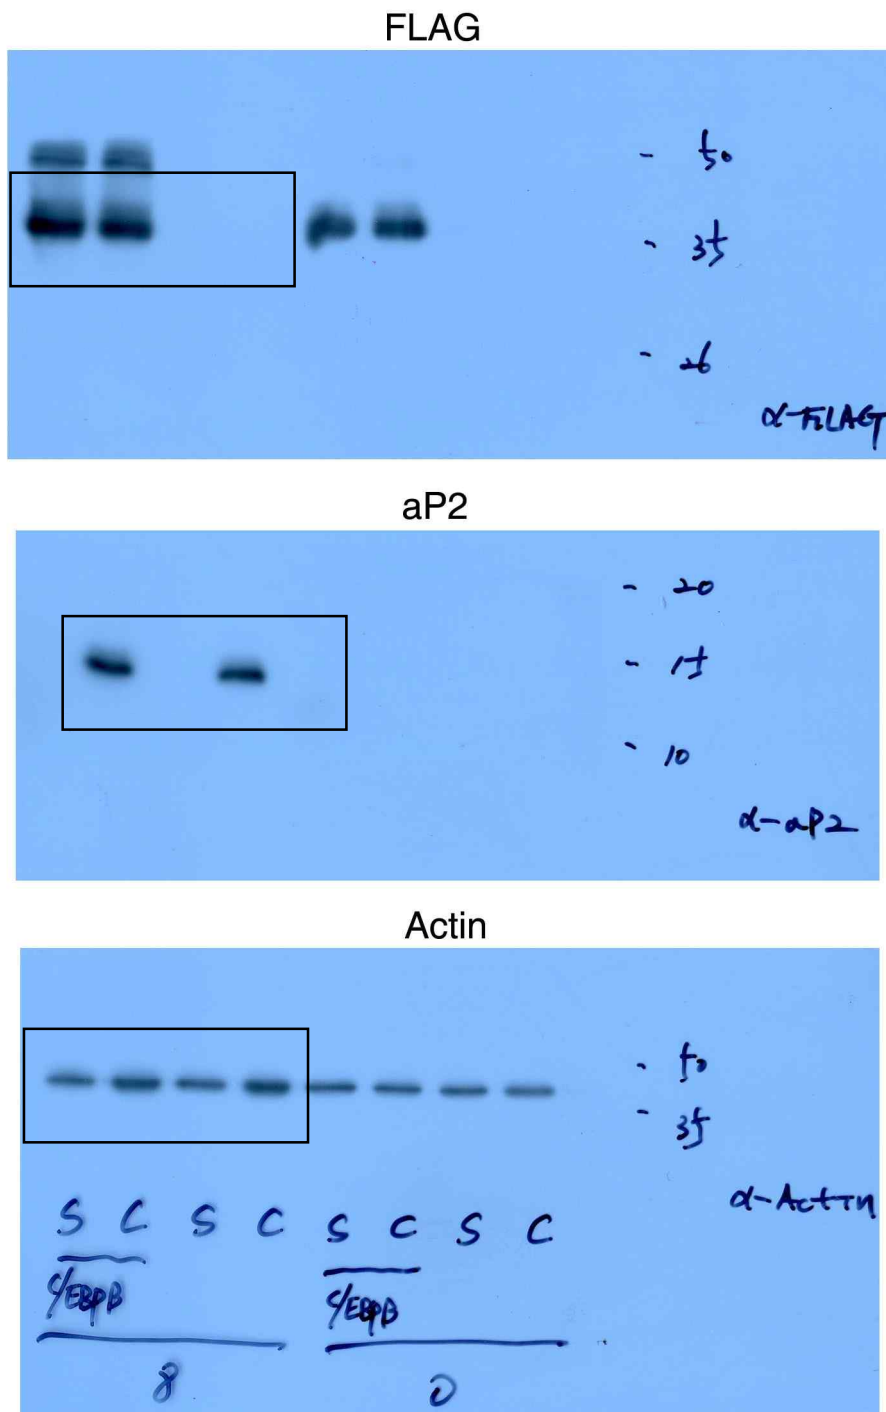

**Fig. 2b**

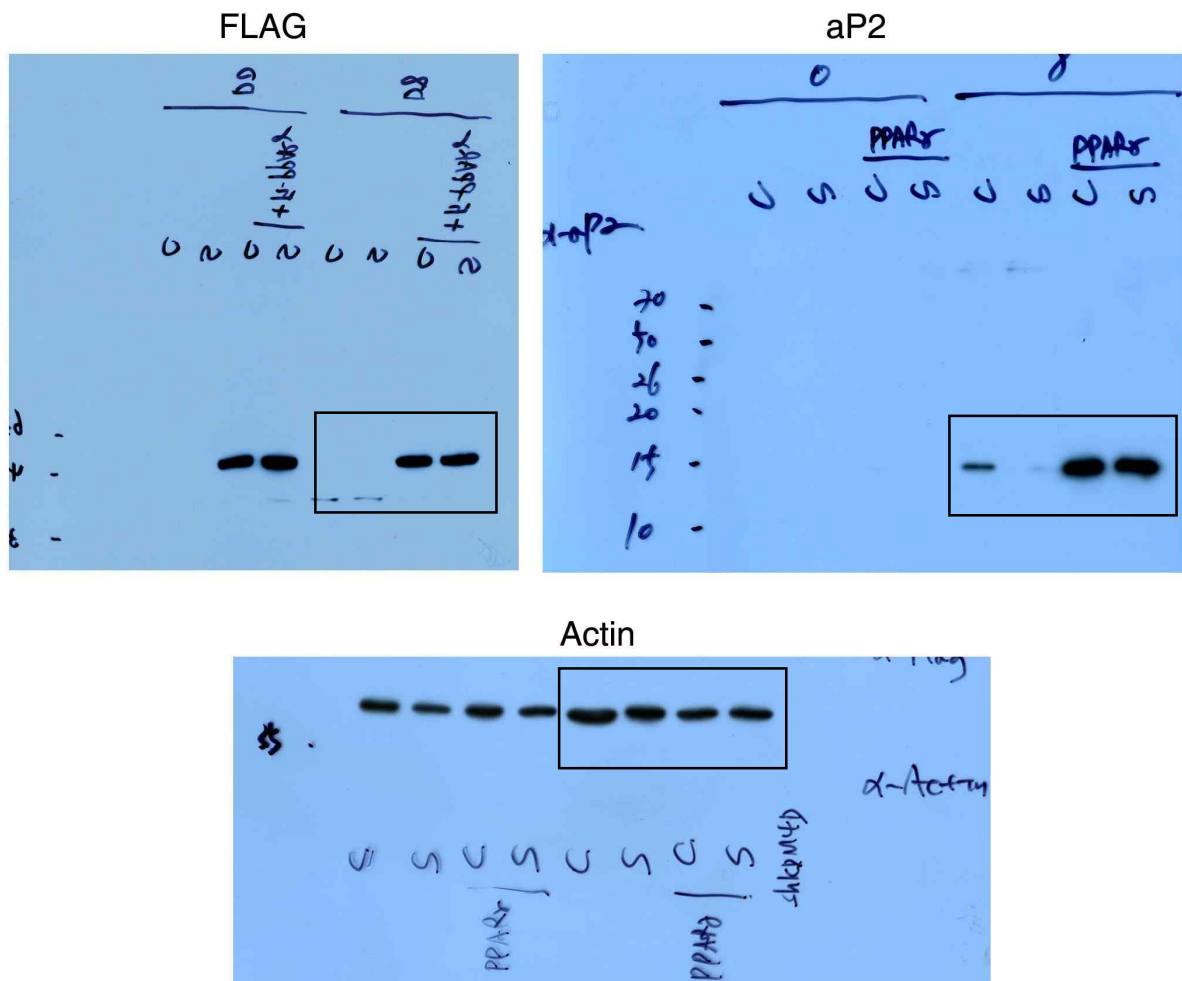

Fig. 2c

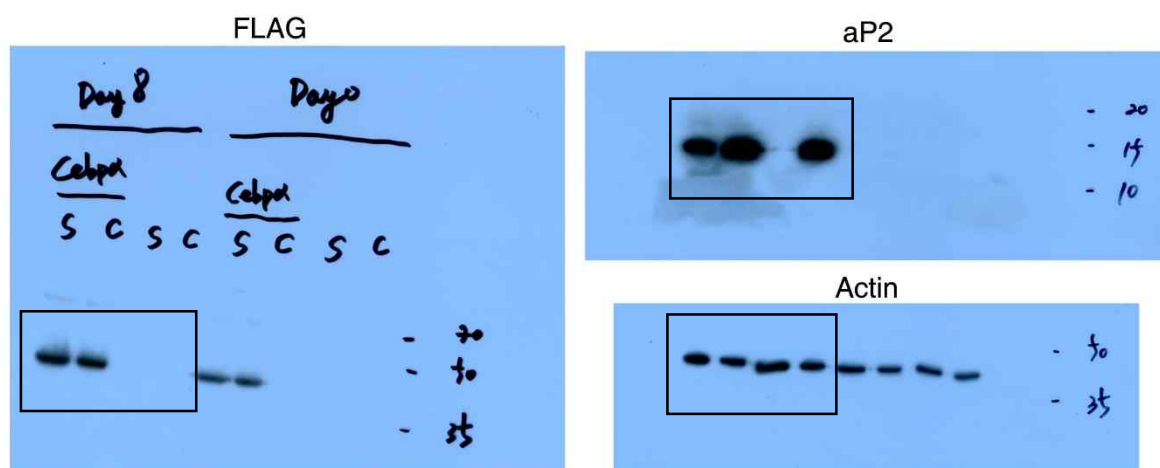

Fig. 3b and 3c

For Fig. 3B

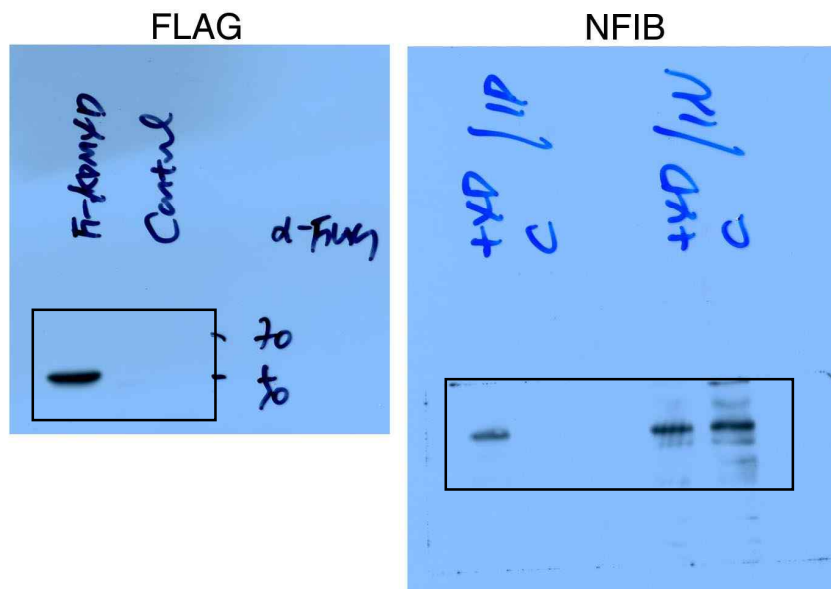

For Fig. 3C

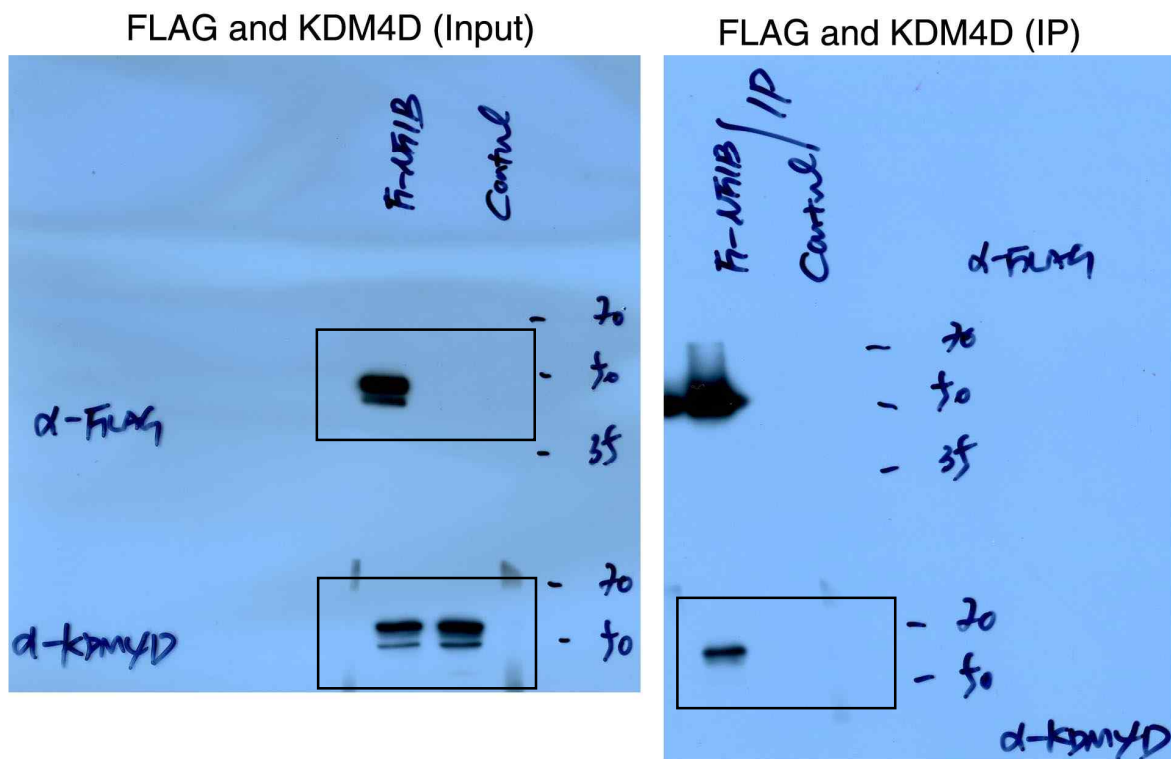

Fig. 3d and 3e

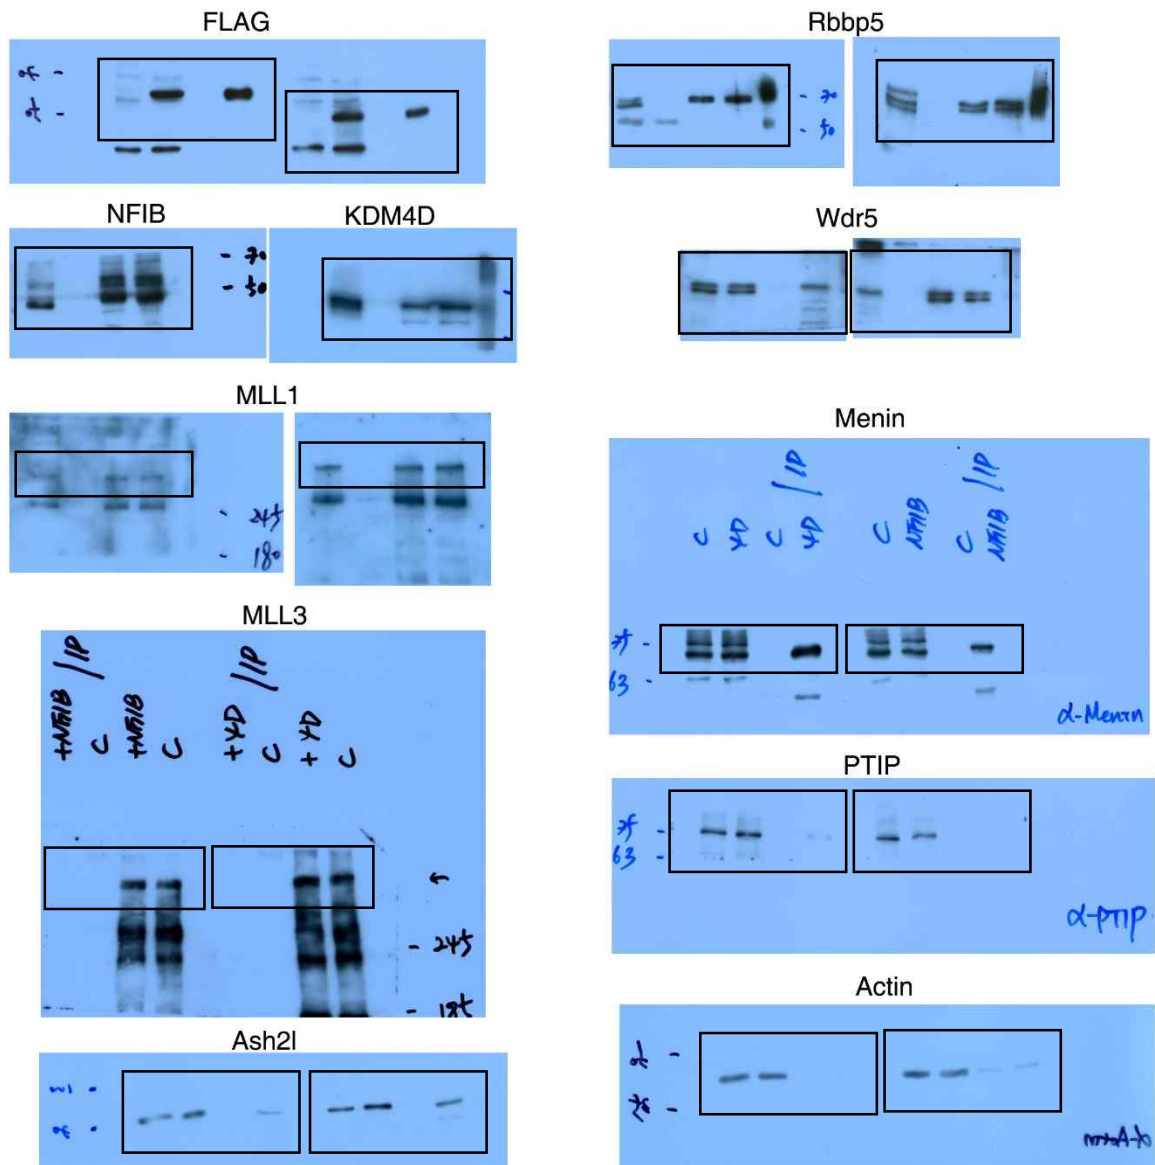

Fig. 3f

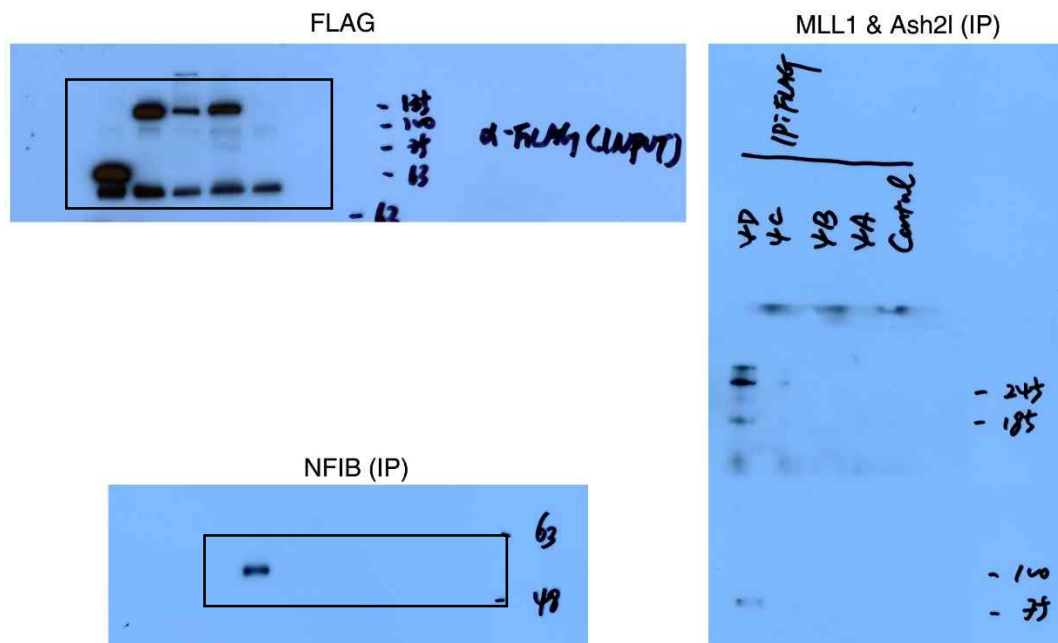

Fig. 3h

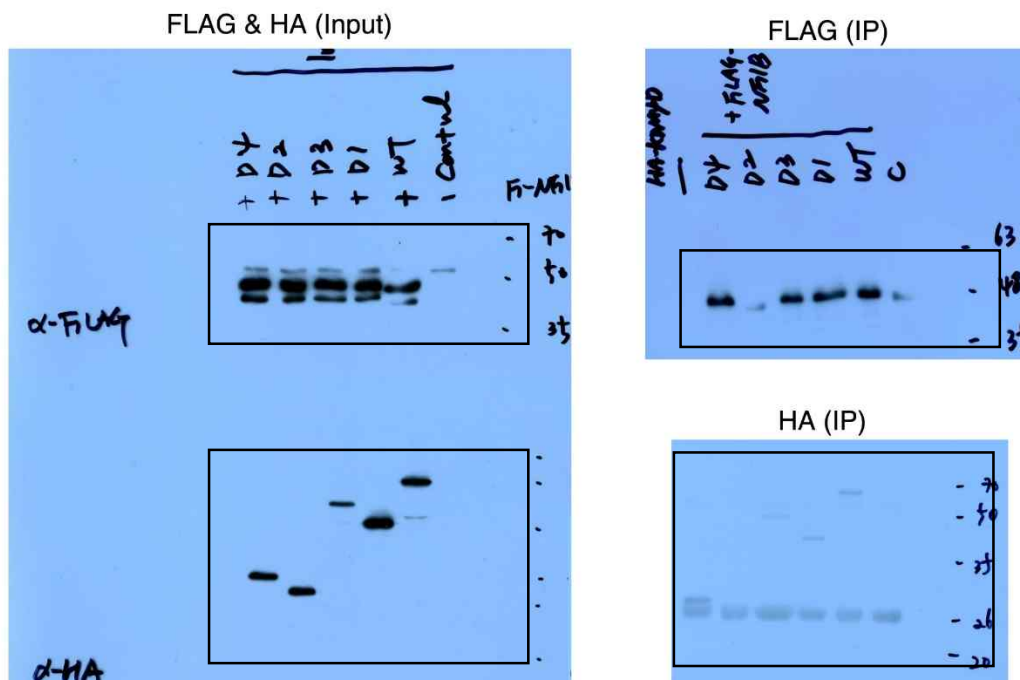

Fig. 3i

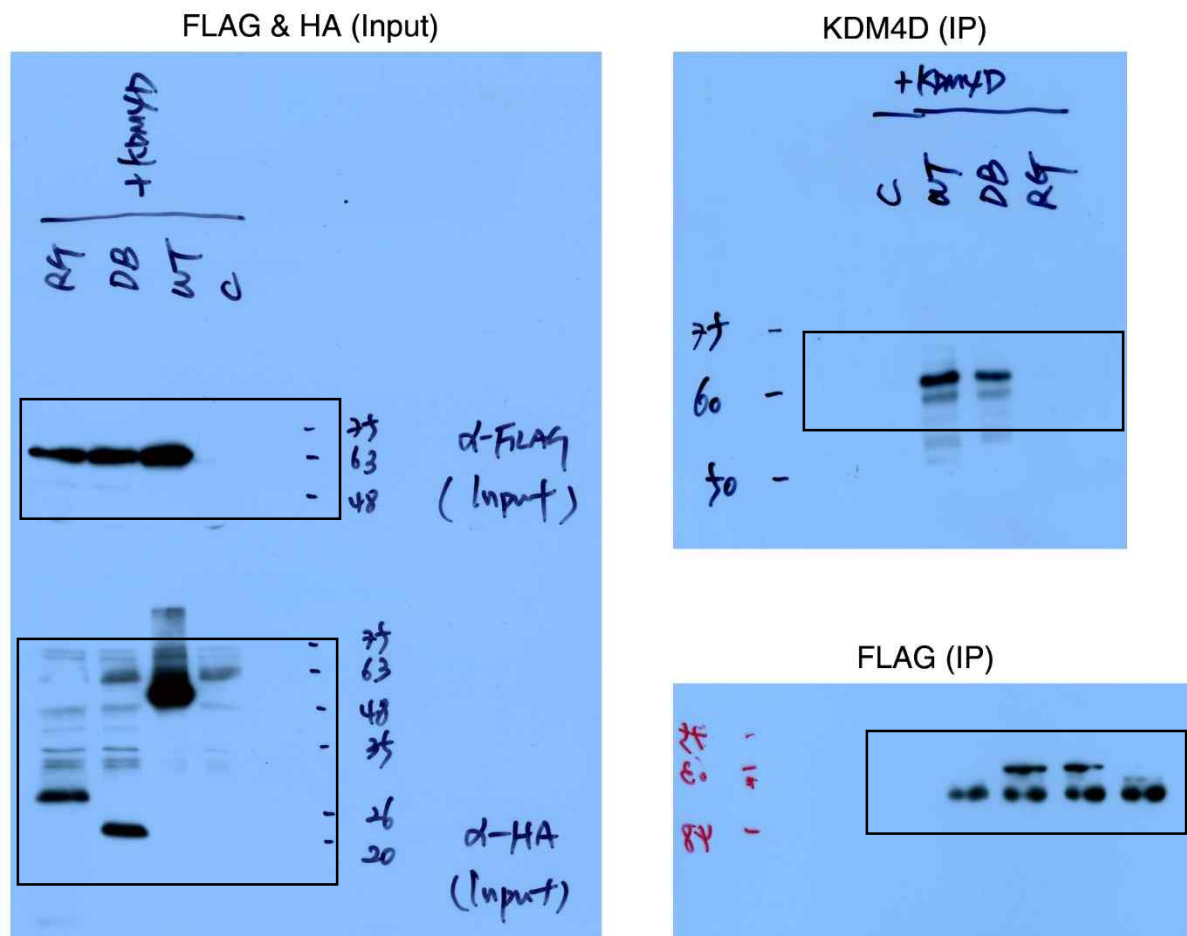

Fig. 5a, 5d, and 5g

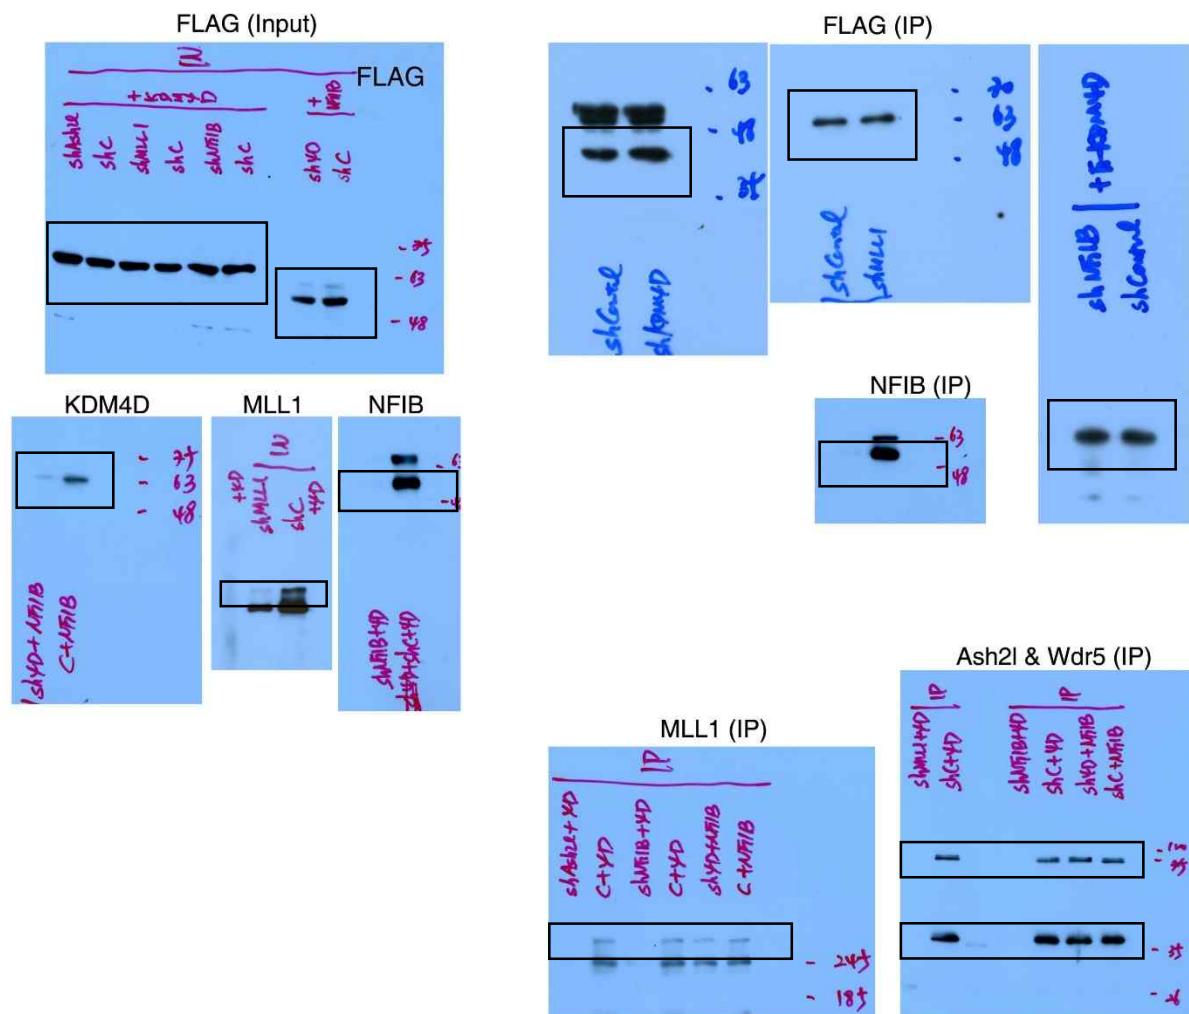

## References

- [1] Choi, J. H., Song, Y. J. & Lee, H. The histone demethylase KDM4B interacts with MyoD to regulate myogenic differentiation in C2C12 myoblast cells. *Biochem. Biophys. Res. Commun.* 456, 872–878 (2015).
- [2] Hiraike, Y. et al. NFIA co-localizes with PPAR $\gamma$  and transcriptionally controls the brown fat gene program. *Nat. Cell Biol.* 19, 1081–1092 (2017).
- [3] Lin, N. et al. An evolutionarily conserved long noncoding RNA TUNA controls pluripotency and neural lineage commitment. *Mol. Cell* 53, 1067 (2014).
- [4] Gurung, R. & Parnaik, V. K. Cyclin D3 promotes myogenic differentiation and Pax7 transcription. *J. Cell. Biochem.* 113, 209–219 (2012).
- [5] Pei, H., Yao, Y., Yang, Y., Liao, K. & Wu, J.-R. Krüppel-like factor KLF9 regulates PPAR $\gamma$  transactivation at the middle stage of adipogenesis. *Cell Death Differ.* 18, 315–327 (2011).
- [6] Molchadsky, A. et al. P53 is required for brown adipogenic differentiation and has a protective role against diet-induced obesity. *Cell Death Differ.* 20, 774–783 (2013).
- [7] Zhi, H. H., Reardon, C. A. & Mazzone, T. Endogenous ApoE expression modulates adipocyte triglyceride content and turnover. *Diabetes* 55, 3394–3402 (2006).
- [8] Park, Y. K. et al. Hypoxia-inducible factor-2 $\alpha$ -dependent hypoxic induction of Wnt10b expression in adipogenic cells. *J. Biol. Chem.* 288, 26311–26322 (2013).
- [9] Yi, S. A. et al. S6K1 phosphorylation of H2B mediates EZH2 trimethylation of H3: a determinant of early adipogenesis. *Mol. Cell* 62, 443–452 (2016).
- [10] Chikka, M. R., McCabe, D. D., Tyra, H. M. & Rutkowski, D. T. C/EBP homologous protein (CHOP) contributes to suppression of metabolic genes during endoplasmic reticulum stress in the liver. *J. Biol. Chem.* 288, 4405–4415 (2013).

- [11] Birsoy, K., Chen, Z. & Friedman, J. Transcriptional regulation of adipogenesis by KLF4. *Cell Metab.* 7, 339–347 (2008).
- [12] Yoo, E. J., Chung, J.-J., Choe, S. S., Kim, K. H. & Kim, J. B. Down-regulation of histone deacetylases stimulates adipocyte differentiation. *J. Biol. Chem.* 281, 6608–6615 (2006).

How the deposited data were processed for this re-analysis (not part of the article)

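Gene expression was measured by RNA-seq in shControl, shKDM4D, shNFIB and shMLL1 cells at day 0 and day 5 of adipogenic differentiation, with 1 library per condition. The authors prepared stranded libraries with the SMARTer kit, sequenced them on a HiSeq instrument, mapped the reads to GRCm38 with CLC Genomics Workbench 11.0.1 and deposited an RPKM value (reads divided by the exon length and by the number of mapped reads) for each gene of each library. The deposited RPKM values of the 8 libraries have different distributions, so the quantile normalization that the methods describe is not visible in them; it was applied here as an alternative. The methods restrict the analysis to protein coding genes with an RPKM over 1, whereas the supplementary gene lists hold other gene types too, so all gene types were kept here and protein coding genes alone were an alternative. RPKM weighs each gene by its exon length, so genes with the same number of reads can have different values, and a gene that takes many reads lowers the values of the others. A pair of genes that resemble ribosomal RNA, AY036118 and CT010467.1, took between 7.95% and 10.5% of the reads at day 0 and between 3.07% and 3.62% at day 5, which raises the other values at day 5 slightly.

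From the RPKM values, whole reads were recovered with the union of the annotated exons of each gene (GENCODE M21): the RPKM times the exon length is a whole number of reads divided by the number of mapped reads, and the most frequent low value was taken as 1 read. The relative depths were also derived without gene lengths, from the most frequent ratio of low values between libraries, and differed from the recovered ones by less than the step of that estimate (the value of 1 read in shNFIB at day 5 over that in shControl at day 0 was 0.75 on the log2 scale by both). The recovered reads gave the exact 95% intervals of the log2 ratios (Clopper-Pearson, conditional on the sum of the reads of both libraries). These intervals cover counting error only: they hold no variation between cultures or cell clones, and PCR duplicates make them too narrow. The shMLL1 libraries were the deepest at both days and show low genes more precisely than the others.

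Genes with an RPKM over 1 in at least 1 library were called expressed. Expressed genes with a change of more than 2-fold between shControl day 0 and day 5, without a pseudocount, were called up-regulated or down-regulated AAGs, and a gene at 0 in 1 of both libraries and above 0 in the other was counted as changed. An up-regulated AAG was called lower in a knockdown line when its day 5 RPKM was below 0.5 of the shControl day 5 value, and a down-regulated AAG higher when it was more than 2-fold above it. These counts use no FDR or p-value across genes, because there is 1 library per condition. Medians of gene lists used log2(RPKM + 0.1), which understates the change of genes with low values, and were set against 10000 random lists of the same size drawn from 20 strata of mean expression, as a description of these libraries. The median ratios of the up-regulated AAGs lower in all knockdown lines are an exception and used no pseudocount or random lists. Counting noise was simulated in 100 draws in which compared libraries differed only by Poisson counting at their recovered depths.

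The genes named are every gene the paper names in its expression experiments, the 8 genes with the largest mean fall among the up-regulated AAGs lower in all 3 lines with a shControl day 5 RPKM of at least 10, and the 5 with the largest mean rise among the AAGs higher in all 3 lines with an RPKM of at least 5 in each, of which there were 4 among the down-regulated and 0 among the up-regulated AAGs. The mean was taken over the 3 lines of the log2 ratio with 1 added to each value. This rule, the thresholds, the mapping of libraries to conditions and the first set of alternatives were written before the data were examined. The alternatives were no filter on RPKM, a filter of 2, a pseudocount of 0.1 or 1, quantile normalization, median-of-ratios scaling, protein coding genes only, leaving out genes with Gm or Rik symbols, the difference of the day 5 to day 0 changes in place of the day 5 ratio, the ratio to *Gapdh* for single genes, and the gene lists of the paper. A Fisher exact test on the recovered reads (Benjamini-Hochberg adjusted p under 0.05 in addition to the fold change, comparing libraries and not conditions) and 2 ways of treating zeros were added after the values had been seen.

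The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Read recovery and gene calls were tested on data simulated from the real shControl day 0 expression levels and the real depths. In that test 100% of the reads were recovered exactly, which follows from using the same exon lengths to make and invert the values. The 200 genes changed by 4-fold, chosen among genes with many reads, were all called. Of 10451 unchanged genes, 19 passed the fold threshold and 0 passed it together with the Fisher exact test. In a separate simulation with fixed mean counts and equal depths, 96.3% of the 95% intervals covered the true ratio. The intervals of genes with few reads were not tested. The GO, KEGG and ChIP target analyses were not repeated, since the gene sets were not used here, and the RT-qPCR and ChIP experiments were not analysed here.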

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

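The tests of depth, scaling, GC content or gene length and a standing hairpin response for the interferon-stimulated genes, and the tests of scaling for *Chac1*, *Trib3*, *Rbbp5* and *Men1*, were chosen only after the results were seen.

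Interferon-stimulated genes, which the paper does not discuss, were higher at day 5 in shNFIB and shMLL1 cells than in shControl cells. A list of 31 such genes had 30 expressed members, and the values or ranks of 12 of its genes had been seen when it was written. Its median log2 ratio to shControl cells at day 5 was 2.58 in shNFIB cells (29 of 30 genes higher) and 4.35 in shMLL1 cells (30 of 30 higher), against -0.40 in shKDM4D cells. Over the 18 expressed members not seen beforehand, a split made after the whole list had been tested, the medians were 1.68 in shNFIB, 3.11 in shMLL1 and -0.27 in shKDM4D cells. *Isg15* had an RPKM of 3.70 in shControl, 1.90 in shKDM4D, 76.6 in shNFIB and 192 in shMLL1 cells. With the 4 day 5 libraries thinned to the depth of the shallowest, the medians were 2.56 in shNFIB and 4.37 in shMLL1 cells (median of 20 draws), so unequal depth does not account for the difference. After median-of-ratios scaling the lower of the shNFIB and shMLL1 medians was 2.51. At day 0 the list was lower than in shControl cells in all 3 lines. The medians were -1.13 in shKDM4D, -0.76 in shNFIB and -0.84 in shMLL1 cells, each at percentile 0 of matched random lists. This goes against a standing rise caused by the hairpin or the vector. The comparison rests on the 1 shControl library of day 0, and a raised list in that library is not excluded. Among random lists matched on GC content and exon length both medians of the 18 genes not seen beforehand lay at percentile 100. Reads of 9 immune cell markers, as a share of the mapped reads, were 0.523 times the shControl value at day 5 in shNFIB cells (log2 ratio -0.94, 95% interval -1.91 to -0.03), and in shMLL1 cells they were slightly above it (log2 ratio 0.27, -0.32 to 0.88). A rise of over 2-fold in both lines, the limit set for immune cells in the cultures, was not seen, although a smaller number of such cells in the shMLL1 culture is not excluded. A difference between cultures or sequencing batches was not tested, because each line has 1 culture per day and the labels give no batch. The pattern therefore cannot be told apart from an event in these cultures. From day 0 to day 5 the list rose in every line, with a median log2 change of 0.63 in shControl, 1.23 in shKDM4D, 4.19 in shNFIB and 5.81 in shMLL1 cells. A hypothesis for replicate cultures is that this rise may be larger in NFIB and MLL1 knockdown cells than in shControl and shKDM4D cells.

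More genes rose by over 2-fold from day 0 to day 5 in shMLL1 cells, 2345, than in shControl (1497), shKDM4D (1468) or shNFIB cells (1451). With each line put in the place of the control, 128 genes were up in shControl and below 0.5 of it in the 3 other lines, 50 for shKDM4D, 57 for shNFIB and 206 for shMLL1, and 19 of the 206 are on the interferon list. Thinning the shMLL1 libraries to the shControl depths left a median of 2325 up genes in 20 draws, against 2332 at full depth among the same genes, those with an annotated exon length, so the greater depth does not account for the count. Median-of-ratios scaling reduced it to 1830, with 1384 in the next line, and quantile normalization to 1468, with 1222 in the next line. Scaling thus accounts for part of the excess and not for all of it. Whether this is a property of the MLL1 knockdown or of this culture was not tested. The rule that gives 128 genes for shControl cells also gives 206 for a knockdown line, so the number of genes by itself does not separate the control from the knockdown cells.

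*Chac1* and *Trib3* changed in opposite directions between lines. From day 0 to day 5 the log2 change of *Chac1* was -3.16 in shControl cells, 1.88 in shNFIB cells and 0.61 in shMLL1 cells, and that of *Trib3* was -3.12, 2.02 and 2.11. In shKDM4D cells both genes fell (-1.89 and -1.85). The difference between the lines was not tested, as there is 1 library per condition. After median-of-ratios scaling the smallest of the 4 rises was 0.40, so scaling does not turn them around. Both genes respond to amino-acid stress, so 20 other genes of that response were listed before their values were seen, 18 of them expressed. At day 0, 18 of 18 were lower in shNFIB cells than in shControl cells (median log2 ratio -1.23) and 18 of 18 were lower in shMLL1 cells (-0.90), and both medians lay at percentile 0 of matched random lists. In shKDM4D cells the median was -0.10 at day 0. At day 5 the list was higher than in shControl cells in all 3 lines (0.41, 0.62 and 0.83 in shKDM4D, shNFIB and shMLL1 cells). From day 0 to day 5 the median of the list changed by -1.77 in shControl, -1.16 in shKDM4D, 0.50 in shNFIB (percentile 99.9) and 0.37 in shMLL1 cells (percentile 94.1). The day 0 values are consistent with an amino-acid stress response in the shControl culture at day 0, shared by the shKDM4D culture, which may have made *Chac1* and *Trib3* down-regulated AAGs. Such a response does not account for the rise of the list in shNFIB cells. A state of the culture cannot be told apart from an effect of the knockdown with 1 culture per condition.

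*Rbbp5* fell in shControl cells (-0.21) and rose in shMLL1 cells (0.14), and *Men1* fell in shControl cells (-0.18) and rose in shKDM4D cells (0.30). These differences were not tested. After median-of-ratios scaling *Rbbp5* fell in shMLL1 cells too (-0.069), while after quantile normalization it still rose slightly (0.02, with -0.20 in shControl cells). The sign of the shMLL1 change thus depends on the scaling, which shifts all genes of a library. The change in shMLL1 cells stayed above that in shControl cells, which was -0.26 after median-of-ratios scaling, so scaling accounts for part of the difference between the lines and not for all of it. For *Men1* the shKDM4D change stayed at 0.26 after median-of-ratios scaling, and no biological explanation was tested.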

How the results depend on the processing

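Across the counts of genes, the medians of the up-regulated AAGs, the targeted genes and the share of marked genes, 188 values under an alternative stayed within 1.5 times the count or within the 95% interval of the value reported, and 68 moved further. None of the medians and targeted genes among them changed direction. For the single genes *Pparg*, *Cebpa*, *Cebpb*, *Fabp4* and those named by rule, 287 values stayed within the 95% interval, 74 moved outside it in the same direction and 4 reversed. Where no value shows the cause of a change, the cause was not tested.

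With no filter on RPKM, 21492 genes entered, 4516 were up and 2642 down. Of the up genes, 2047 were lower in shKDM4D, 2147 in shNFIB, 1717 in shMLL1 and 937 in all 3, and 239, 383, 420 and 27 were higher. Of the down genes, 635, 994, 1107 and 323 were higher. With each line as the reference, 937 genes (shControl), 569 (shKDM4D), 973 (shNFIB) and 1581 (shMLL1) were up and lower in the others. With a filter of 2, the down genes higher in shKDM4D were 39 and in all 3 lines 23, 27 genes were up in shNFIB and lower in the others, and the median of the up-regulated AAGs in shKDM4D was 1.47.

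With a pseudocount of 1, 902 genes were up and 581 down. Of the up genes, 165, 272 and 193 were lower in shKDM4D, shNFIB and shMLL1, and 17, 22, 61 and, in all 3, 0 were higher. Of the down genes, 4, 71, 48 and, in all 3, 2 were higher. With each line as the reference, 23 (shKDM4D), 15 (shNFIB) and 136 (shMLL1) genes remained. The medians of the up-regulated AAGs were 0.90, 0.71 and 1.08, *Nfib* in shNFIB was -1.72 at day 0 and -2.04 at day 5, and *Kmt2a* in shMLL1 was -1.04 and -1.26. With a pseudocount of 0.1, 45 down genes were higher in shKDM4D and 25 in all 3 lines, and 1 up gene was higher in all 3.

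Quantile normalization gave 128 down genes higher in shKDM4D and 68 in all 3 lines, medians of the up-regulated AAGs of 1.24, 0.91 and 1.34, *Nfib* of -2.45 at day 5 and *Kmt2a* of -1.14 and -1.97. Median-of-ratios scaling gave medians of 1.37, 1.07 and 1.61. Both move the median change of all genes by over 0.1 in shMLL1, from 0.17 to -0.09 and -0.03, and quantile normalization also in shNFIB, from 0.09 to -0.04. Relative to that median the up-regulated AAGs changed by 1.55 in shControl and 1.62 in shMLL1, and by 1.48 and 1.43 after quantile normalization, so the order of these lines depends on the scaling. With the difference of the day 5 to day 0 changes, 232 up genes were lower and 296 higher in shMLL1, which reverses the balance of the reported counts. It gave 18 up genes higher in all 3 lines, and 336 genes were up in shMLL1 and lower in the others. The difference of the changes cannot be formed for the counts of expressed genes and AAGs.

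With the ratio to *Gapdh*, *Nfib* at day 0 was -1.46, *Kmt2a* was -1.58 and -2.05, and 4 values in shNFIB reversed: *Pparg* from day 0 to day 5 (-0.25) and against shControl at day 0 (0.20), and *Cebpb* from day 0 to day 5 (-0.42) and against shControl at day 0 (0.54). *Gapdh* itself changed by 0.56 from day 0 to day 5 in shNFIB and was -0.64 against shControl at day 0, which shows where these reversals come from.

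With the Fisher exact test on the recovered reads, added after the values had been seen, 34 down genes were higher in shKDM4D and 17 in all 3 lines, and 1 up gene was higher in all 3. The planned Fisher test on deposited counts was not run, because the values are RPKM. Under the alternatives with a filter, the up genes lower in all 3 lines stayed within 1.5 times the 128 reported, whereas the down genes higher in all 3 ranged from 2 to 68. Of the 45 reported, 15 are at 0 in shControl at day 5; how far this count depends on depth was not tested. Depth limits *Kdm4d*, with 13 reads in that library. No test paired by line was run, and the change within a single line has no replicate.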

Differences from the paper's values

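With the settings used at the claims, none of the counts or shares lay more than 1.5 times from the paper's. Under the alternatives, all gene counts did with no filter on RPKM or with a pseudocount of 1. The down-regulated AAGs higher in shKDM4D cells did with a filter of 2, as did those higher in all 3 lines with a filter of 2 or a pseudocount of 0.1. With quantile normalization, which the paper's methods describe, 128 down-regulated AAGs were higher in shKDM4D cells and 68 in all 3 lines, against the paper's 64 and 39. The paper's 1481 up-regulated and 963 down-regulated AAGs are all among the 1497 and 986 found here, and the 16 and 23 genes found only here are at 0 on 1 of both control days. Under a setting chosen after seeing the values, in which a gene at 0 was counted only if its other RPKM was over 1, the counts were 1481 and 963. A further setting, also chosen after seeing the values, in which every knockdown was counted as higher than a shControl value of 0 at day 5, gave 249 down-regulated AAGs higher in shNFIB and 39 higher in all 3 lines, the paper's values. It gave 63 in shKDM4D and 195 in shMLL1 cells, against 64 and 196 in the paper. For the up-regulated AAGs lower in shKDM4D, shNFIB and shMLL1 cells it gave 307, 469 and 321, further from the paper's 319, 484 and 334 than the 312, 476 and 329 reported here. None of the alternatives set before the data were examined reached the paper's AAG counts.

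The paper's list of 135 common targets among the up-regulated AAGs holds the 128 found here and 7 more, *Aspg*, *Cntfr*, *Gm12023*, *Lrg1*, *Lum*, *Orm3* and *Tcte3*. In the RPKM values each of these was above 0.5 of the shControl value at day 5 in at least 1 knockdown line. The log2 ratio was -0.67 for *Aspg*, -0.04 for *Lum* and -0.10 for *Orm3* in shMLL1 cells, and -0.11 for *Cntfr*, -0.41 for *Gm12023*, -0.99 for *Lrg1* and -0.90 for *Tcte3* in shKDM4D cells. *Lum* in shNFIB cells (-0.14) and *Tcte3* in shNFIB cells (-0.03) were also above it.

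Of the paper's 39 common targets among the down-regulated AAGs, 33 were found here. The other 6, *Gm13203*, *Hist1h2ah*, *Hist1h2ao*, *Hist1h4m*, *Snord15b* and *mt-Td*, were at 0 in shControl cells at day 5 and at 0 in at least 1 knockdown line at day 5. *mt-Td* was at 0 in all 4 libraries of day 5.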

Other observations

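The test of counting noise for *Xist* was chosen only after the result was seen.

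*Xist*, the RNA that coats the silent X chromosome of female cells (chromosome X, from 103460366 to 103483254), had 16 reads at day 0 and 6 reads at day 5 in shKDM4D cells, and an RPKM of 20.4 and 29.2 in shControl cells. In shNFIB cells its RPKM was 13.0 and 15.4, with log2 ratios to shControl cells of -0.65 (95% interval -0.70 to -0.60) and -0.92 (-0.97 to -0.87). In shMLL1 cells it was 20.2 and 30.6, with ratios of -0.02 and 0.07. At the depth of the shKDM4D library of day 0, the shControl share would give 7164 reads, so counting noise does not account for the near absence in shKDM4D cells. The X-linked genes as a group (377 expressed) were not higher than matched random lists in shKDM4D cells (percentiles 15.1 and 74.8 at day 0 and day 5), which goes against reactivation of the silent X chromosome. Among 4 genes that are commonly expressed from both X chromosomes, the median log2 ratio to shControl cells was -0.66 at day 0 and -0.34 at day 5. *Eif2s3x* (-1.20 and -1.04), *Kdm6a* (-0.86 and -0.45) and *Kdm5c* (-0.50 and -0.24) were lower at both days, while *Ddx3x* was not (-0.04 and 0.06). The limit set for loss of the inactive X chromosome was -0.4 at both days, so the pattern cannot be told apart from such a loss. The paper states that puromycin-resistant clones were isolated. A hypothesis is that the shKDM4D line goes back to a cell that had lost *Xist* expression, which may be unrelated to KDM4D; a line from another clone was not analysed here.

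*Thy1* (chromosome 9, from 44043384 to 44048579), which encodes a surface protein of mesenchymal cells, had 1995 and 1309 reads in shControl cells at day 0 and day 5. It had 1 and 9 reads in shKDM4D cells and 1 and 3 reads in shNFIB cells. In shMLL1 cells its RPKM was 11.8 and 11.1, against 25.0 and 22.6 in shControl cells, a log2 ratio of -1.08 (95% interval -1.18 to -0.98) at day 0 and -1.03 (-1.14 to -0.91) at day 5. No explanation was tested.

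The genes lower in all 3 knockdown lines were tested for noise and for differences that were there before differentiation. With counting noise in the compared libraries, the shared shControl library among them, as the only difference, a median of 1 such gene (0 to 6 in 100 draws) was found, against 128. Of the 62 genes among them with at least 20 shControl reads at day 0, 4 (6.45%) were already below 0.5 of shControl in all 3 lines at day 0. In single lines, 17 of the 62 were already below 0.5 of shControl at day 0 in shKDM4D, 9 in shNFIB and 16 in shMLL1 cells. Counting noise does not account for the 128, and a difference at day 0 in all 3 lines does not account for most of the 62; the other genes have too few reads at day 0 to tell. Differences between the lines at day 0 were frequent. On the log2(RPKM + 0.1) scale, 155 expressed genes were more than 2-fold above and 335 more than 2-fold below shControl cells in shKDM4D cells at day 0, 271 and 525 in shNFIB cells, and 137 and 663 in shMLL1 cells.

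Of the up-regulated AAGs, 2 were higher than shControl cells in all 3 lines at day 5, *Ccl11* and *Lrrc4c*. The interferon list supplied 7 of the 98 up-regulated AAGs higher in shNFIB cells, 8 of the 151 higher in shMLL1 cells and 0 of the 66 higher in shKDM4D cells.

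X-linked genes were slightly higher in shNFIB than in shControl cells, with median log2 ratios of 0.20 at day 0 and 0.24 at day 5 against 0.03 and 0.09 for all expressed genes, both at percentile 100 of matched random lists. *Xist* was lower than in shControl cells in the same shNFIB libraries, and whether the changes are related was not tested. No explanation was tested.

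Other genes named in the paper's experiments had the following values. *Wnt1*, *Wnt6*, *Wnt10a* and *Wnt10b* stayed at or below 0.208 in the 8 libraries. *Wnt10b* rose from 2 to 27 reads in shMLL1 cells between day 0 and day 5 (log2 change 3.76, 95% interval 1.77 to 6.88) and from 1 to 12 reads in shKDM4D cells (3.44, 0.68 to 8.86), and at day 5 it was above shControl cells in shMLL1 cells (1.77, 0.25 to 3.75). The intervals of the other changes and ratios of the 4 Wnt genes include 0 or could not be formed for lack of reads. In shKDM4D cells at day 5 the log2 ratio to shControl cells was 0.07 for *Kdm4a* (95% interval -0.03 to 0.16), 0.32 for *Kdm4b* (0.19 to 0.45) and 0.08 for *Kdm4c* (-0.04 to 0.20). From day 0 to day 5 in shControl cells, *Kdm4a* changed by 0.10 (0.01 to 0.19), *Kdm4b* by 0.72 (0.57 to 0.87) and *Kdm4c* by 0.28 (0.16 to 0.40). Of the MLL complex members without a value above, *Ash2l* had log2 ratios to shControl cells at day 5 of 0.15 in shKDM4D (0.03 to 0.26), 0.20 in shNFIB (0.08 to 0.33) and 0.55 in shMLL1 cells (0.45 to 0.65). *Wdr5* had ratios of 0.30 (0.13 to 0.47), 0.53 (0.36 to 0.70) and 0.34 (0.19 to 0.49) in the same order.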
